# The Amylolytic Regulator AmyR of *Aspergillus niger* Is Involved in Sucrose and Inulin Utilization in a Culture-Condition-Dependent Manner

**DOI:** 10.3390/jof9040438

**Published:** 2023-04-04

**Authors:** Roland S. Kun, Sonia Salazar-Cerezo, Mao Peng, Yu Zhang, Emily Savage, Anna Lipzen, Vivian Ng, Igor V. Grigoriev, Ronald P. de Vries, Sandra Garrigues

**Keywords:** *Aspergillus niger*, transcription factors, AmyR, InuR, liquid cultivation, solid cultivation

## Abstract

Filamentous fungi degrade complex plant material to its monomeric building blocks, which have many biotechnological applications. Transcription factors play a key role in plant biomass degradation, but little is known about their interactions in the regulation of polysaccharide degradation. Here, we deepened the knowledge about the storage polysaccharide regulators AmyR and InuR in *Aspergillus niger*. AmyR controls starch degradation, while InuR is involved in sucrose and inulin utilization. In our study, the phenotypes of *A. niger* parental, Δ*amyR*, Δ*inuR* and Δ*amyR*Δ*inuR* strains were assessed in both solid and liquid media containing sucrose or inulin as carbon source to evaluate the roles of AmyR and InuR and the effect of culture conditions on their functions. In correlation with previous studies, our data showed that AmyR has a minor contribution to sucrose and inulin utilization when InuR is active. In contrast, growth profiles and transcriptomic data showed that the deletion of *amyR* in the Δ*inuR* background strain resulted in more pronounced growth reduction on both substrates, mainly evidenced by data originating from solid cultures. Overall, our results show that submerged cultures do not always reflect the role of transcription factors in the natural growth condition, which is better represented on solid substrates. Importance: The type of growth has critical implications in enzyme production by filamentous fungi, a process that is controlled by transcription factors. Submerged cultures are the preferred setups in laboratory and industry and are often used for studying the physiology of fungi. In this study, we showed that the genetic response of *A. niger* to starch and inulin was highly affected by the culture condition, since the transcriptomic response obtained in a liquid environment did not fully match the behavior of the fungus in a solid environment. These results have direct implications in enzyme production and would help industry choose the best approaches to produce specific CAZymes for industrial purposes.

## 1. Introduction

Plant biomass is the most abundant carbon source on Earth and is mainly composed of polysaccharides (cellulose, hemicellulose and pectin), the aromatic compound lignin, and storage polymers, such as starch and inulin [1,2]. Filamentous fungi secrete a wide arsenal of hydrolytic and oxidative enzymes that degrade these complex plant materials, and many of these enzymes have been commercially used for several industrial applications, such as pulp and paper, food and feed, detergents, textiles, and biofuel and biochemicals [3,4].

Starch degradation is performed by the production of amylolytic enzymes, (e.g., α-amylases, glucoamylases and α-glucosidases) which are mainly classified into the families of glycoside hydrolases GH13, GH15 and GH31 (http://www.cazy.org) [5,6]. Starch degradation is regulated at the transcriptional level in *Aspergillus* mainly by the transcriptional activator AmyR [7,8], which was the first GAL4-like transcription factor (TF) identified in filamentous fungi [9]. The role of AmyR in starch degradation has been studied in many *Aspergillus* species [10,11,12], although a broader role of this regulator was observed in *Aspergillus niger* [8,13,14,15]. AmyR triggers the production of amylolytic enzymes due to the presence of starch, maltose or low levels of D-glucose, which act as inducing compounds [8,16,17].

Inulin is another reserve carbohydrate found in plants, especially chicory, dahlia and Jerusalem artichoke [18]. Inulin-acting enzymes, such as exo-inulinases, inulin lyases and invertases, are fructofuranosyl hydrolases that target the β-2,1 linkages of inulin and hydrolyze it into fructose and glucose [19], and are an important class of industrial enzymes belonging to family GH32. The production of these enzymes is induced in the presence of inulin or sucrose, and has been reported to be under the control of a complex regulatory system [20,21], where the TF InuR plays the most dominant role. InuR acts as a positive transcriptional activator for the expression of genes involved in the breakdown of inulin and sucrose and the uptake of inulin-derived compounds, and has been reported to be closely related to AmyR [22]. These two regulators share structural similarities and putative DNA binding sites (CGGN_8_[C/A]GG) [12,22,23], indicating that they could have originated from the same ancestor gene. Despite these similarities, gene co-regulation or possible interaction of AmyR and InuR in the regulation of starch or inulin degradation has not been assessed yet in filamentous fungi.

In this study, we evaluated the influence of the amylolytic TF AmyR on the utilization of sucrose and inulin in the industrially relevant fungus *A. niger*. For this, single Δ*amyR* and Δ*inuR* deletion mutants, and the double Δ*amyR*Δ*inuR* deletion mutant were obtained using CRISPR/Cas9 genome editing technology [24], and phenotypical and transcriptomic analyses were performed. As we previously showed that different cultivation methods involving the use of solid or liquid medium highly affects the expression of genes involved in substrate degradation [25], we assessed the genetic response of the analyzed strains on both solid and liquid media containing sucrose or inulin as carbon sources. Results showed that AmyR contributes to the utilization of sucrose and inulin in *A. niger* together with InuR, which is represented by the further reduced growth and expression levels of Carbohydrate Active enZyme (CAZyme)-encoding genes in the Δ*amyR*Δ*inuR* strain compared to the single Δ*inuR* mutant when the fungus was grown on solid substrates compared to liquid.

## 2. Material and Methods

### 2.1. Strains, Media and Growth Conditions

*Escherichia coli* DH5α was grown in Luria–Bertani (LB) medium supplemented with 50 μg/mL ampicillin (Sigma-Aldrich, St. Louis, MO, USA) and was used for plasmid propagation. *A. niger* CBS 138852 [26] was used as a parental strain for construction of the mutants. The generated *A. niger* ∆*amyR*, ∆*inuR* and ∆*amyR*∆*inuR* mutants were deposited at the culture collection of Westerdijk Fungal Biodiversity Institute and the accession numbers are shown in Supplementary Table S1.

For strain propagation, *A. niger* control (CBS 138852), ∆*amyR*, ∆*inuR* and ∆*amyR*∆*inuR* strains were cultured in *Aspergillus* minimal medium (MM) or complete medium (CM) [27] at 30 °C supplemented with 1% D-glucose and 1.22 g/L uridine (Sigma-Aldrich). Conidia were harvested and dispersed in N-(2-acetamido)-2-aminoethanesulfonic acid (ACES) buffer, and their concentration was adjusted using a hemocytometer.

Growth profiles were carried out using MM containing 25 mM D-glucose, D-fructose, sucrose or maltose (Sigma-Aldrich), and 1% soluble starch (Difco^TM^, Wayne, NJ, USA) or inulin from chicory (Sigma-Aldrich). All media were supplemented with 1.22 g/L uridine. Plates were inoculated in duplicates with 2 µL containing 10^3^ conidia and incubated at 30 °C for up to 8 days. Plates were evaluated daily by visual inspection, taking into account colony diameter, mycelial density and sporulation. Pictures were taken after 8 days of incubation.

### 2.2. DNA Construction and Fungal Transformation

The ANEp8-Cas9-*pyrG* plasmid, which contains the autonomous fungal replicating element AMA1, *pyrG* as selection marker, *cas9* gene and the single guide RNA (sgRNA) expression construct under the control of the proline transfer ribonucleic acid (tRNA^Pro1^) promoter, was used in this study for the generation of fungal transformants [24]. The design of the 20 bp protospacers for the sgRNAs were performed using the Geneious 11.04.4 software tool (https://www.geneious.com). The sgRNA sequences (Supplementary Table S2) with no predicted off-targets and the highest on-target activity were designed based on the experimentally determined predictive model described by Doench et al. [28]. 

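In the NRRL3 gene models of the deposited files, *amyR* lies on contig 601 from 869921 to 871862 and *inuR* on contig 302 from 152848 to 155316. The files give the position of each gene, but neither its strand nor its exons. The gene nearest to *amyR* on one side is *agdA* (NRRL3_07700), which encodes an α-glucosidase and lies from 865068 to 868191, with 1729 bases between both genes. It is followed by the amylase gene *amyC* (NRRL3_07699), from 862228 to 864427. The neighbour on the other side is NRRL3_07702, from 872551 to 873990. Next to *inuR* lie NRRL3_03594, a putative sugar transporter gene from 155626 to 157349, and the invertase gene *sucB* (NRRL3_03595), from 158264 to 160183. In the RNA-seq libraries of the solid cultures, *amyR* had 0 counts in all 12 libraries of Δ*amyR* and of the double deletion strain and between 88 and 4789 counts in the 12 libraries of the control and Δ*inuR* strains. No count fell on *inuR* in the 12 libraries of Δ*inuR* and of the double deletion strain, against 97 to 690 in the 12 libraries of the control and Δ*amyR* strains.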

The sgRNAs for each gene were obtained to delete *amyR* (gene ID: NRRL3_07701) and *inuR* (gene ID: NRRL3_03593) genes in *A. niger* CBS 138852. All repair templates (RTs), which include the 5′ and 3′ flanking regions of the target genes, were obtained by fusion-PCR using Phusion High-Fidelity DNA Polymerase (Thermo Fisher Scientific, Waltham, MA, USA). Two PCR fragments were generated by amplifying approx. 750 bp upstream and downstream of the *inuR* and *amyR* genes. These two fragments were fused together in a second nested PCR obtaining ~1200 bp RT and were subsequently purified (Wizard^®^ SV Gel, Renton, WA, USA and PCR Clean-Up System, Promega, Madison, WI, USA).

CRISPR/Cas9 plasmid construction, generation of *A. niger* protoplasts, transformation and purification of putative mutant strains were performed as previously described [29] with minor modifications [30]. Mutant strains were confirmed by PCR through the amplification of target gene region (Figure 1). All primers used in this study are shown in Supplementary Table S2 and were ordered from Integrated DNA Technologies (IDT, Leuven, Belgium).

### 2.3. Mycelial Dry Weight Measurement

For mycelial dry weight measurements from liquid cultures, 10^6^ conidia/mL of *A. niger* control, ∆*amyR*, ∆*inuR* and ∆*amyR*∆*inuR* strains were inoculated in 50 mL MM containing 1% sucrose or 1% inulin supplemented with 1.22 g/L uridine and 5 mM D-fructose to facilitate fungal germination. Triplicate samples were harvested after 48 h of cultivation in a rotary shaker at 250 rpm and 30 °C. For mycelial dry weight measurements from solid cultures, 10^3^ conidia of *A. niger* control, ∆*amyR*, ∆*inuR* and ∆*amyR*∆*inuR* strains were inoculated between two sterile polycarbonate track etched (PCTE) membrane layers (disc diameter 76 mm, PCTE 0.1 µm, Poretics^TM^, GVS Filter Technology, Zola Predosa, Italy) on MM plates containing 1% inulin or 1% sucrose as carbon source supplemented with 1.22 g/L uridine and 5 mM D-fructose. Non-sporulated mycelia were collected after 7 days of growth at 30 °C. Plates were inoculated in technical duplicates. Mycelia obtained from both liquid and solid cultures were subsequently dried o/n at 60 °C and weighed. Statistical significance was determined using ANOVA and Tukey HSD test. Significance was regarded as *p* < 0.05.

### 2.4. SDS-PAGE Assays

For protein production analysis, 10^6^ spores/mL of *A. niger* control, ∆*amyR*, ∆*inuR* and ∆*amyR*∆*inuR* mutant strains were pre-cultured in 250 mL CM containing 2% D-xylose and 1.22 g/L uridine for 16 h at 30 °C and 250 rpm. Mycelia (~2.5 g wet weight) were transferred to 50 mL MM containing 1% inulin or 1% soluble starch as carbon source, supplemented with 1.22 g/L uridine, and were incubated at 30°C and 250 rpm. Supernatant samples were taken after 4, 8, 24 and 32 h of incubation and were centrifuged for 10 min at 13,500× *g*. Ten μL of each sample were analyzed by SDS-PAGE using SDS-12% polyacrylamide gels calibrated with PageRuler™ Plus Prestained Protein Ladder (Thermo Scientific) and silver stained [31]. Samples were evaluated in biological triplicates.

### 2.5. Transcriptomics Analysis

For transcriptomics analysis of liquid culture samples, freshly harvested spores from *A. niger* control, ∆*amyR*, ∆*inuR* and ∆*amyR*∆*inuR* strains were pre-grown in 250 mL CM containing 2% D-xylose and 1.22 g/L uridine for 16 h at 30 °C in a rotary shaker at 250 rpm. After 16 h, mycelia were harvested by filtration through sterile cheesecloth, rinsed with MM, and approximately 2.5 g (wet weight) mycelium was transferred into 50 mL MM containing 1% sucrose, and 1% inulin supplemented with 1.22 g/L uridine. Mycelia were collected after 2 and 8 h and were frozen in liquid nitrogen followed by storage at −80 °C. Samples were collected in triplicates.

For transcriptomics analysis of solid culture samples, 10^3^ conidia of *A. niger* control, ∆*amyR*, ∆*inuR* and ∆*amyR*∆*inuR* strains were inoculated and pre-grown between two sterile polycarbonate track etched (PCTE) membrane layers (disc diameter 76 mm, PCTE 0.1 µm, Poretics^TM^, GVS Filter Technology) on MM plates containing 1% soybean hulls as carbon source supplemented with 1.22 g/L uridine at 30 °C. After two days of pre-culturing, the polycarbonate membrane layers containing the fungal mycelia were transferred to MM plates containing 1% sucrose or 1% inulin supplemented with 1.22 g/L uridine and were grown at 30 °C. Mycelia were collected after 40 h of growth and were frozen in liquid nitrogen and stored at −80 °C. Samples were collected in triplicates.

The transcriptomes of the control and deletion mutant strains cultivated for 2 and 8 h in liquid cultures and cultivated for 40 h on solid cultures were analyzed using RNA-seq. RNA isolation, purification, and quantitative and qualitative evaluation were performed as previously described [32].

For liquid culture samples, purification of mRNA, synthesis of cDNA library and sequencing were performed at the Joint Genome Institute (JGI, US). RNA sequencing, processing of raw fastq reads and evaluation of raw gene counts were performed as previously reported [32]. Three biological replicates were generated and sequenced for each condition. Two individual samples were discarded from further analysis due to their poor sequencing quality.

For solid culture samples, the preparation of libraries and sequencing of the mRNA along with the analysis of the raw data were performed by GenomeScan B.V. The RNA concentration and integrity were assessed using the Agilent Fragment Analyzer system. Subsequently, samples were processed using the NEBNext Ultra II directional RNA library prep kit for Illumina^®^. Briefly, rRNA was depleted from total RNA using the rRNA depletion kit (Qiagen fast select). After fragmentation of the rRNA-reduced RNA, a cDNA synthesis was performed. This was used for ligation with the sequencing adapters and PCR amplification of the resulting product. The quality and yield after sample preparation was measured with the fragment analyzer. The size of the resulting products was consistent with the expected size distribution (a broad peak between 300 and 500 bp). Clustering and DNA sequencing were performed using Illumina Novaseq6000 in line with manufacturer’s instructions at the concentration of 1.1 nM of DNA. Image analysis, base calling and the quality check were conducted using the Illumina data analysis pipeline RTAv3.4.4 and Bclfastqv2.20. Data obtained from the Novaseq6000 in fastq format was used as source for the downstream data analysis. Alignment of fastq reads was performed using STAR2 version v2.5.4b against *A. niger* NRRL3. The aligned reads were stored in a sorted BAM format and indexed using Samtools v1.95. For the removal of PCR duplicates within the library Picard MarkDuplicates v2.23.66 was used. The deduplicated mapped reads are counted for each exonic feature in the reference GTF annotation using htseq-count v0.11.07.

In all cases, differentially expressed genes (DEGs) were detected using the R package DESeq2 [33]. Transcripts were considered differentially expressed if the DESeq2 fold change of the deletion mutant strains compared to the control was >2 (upregulation) or <0.5 (downregulation) and *p*adj < 0.01 (the false discovery rate (FDR)-corrected *p*-value derived from default DESeq2 output based on the Benjamini–Hochberg procedure) and at least one of the two expression values was FPKM > 20.

## 3. Results and Discussion

### 3.1. Generation of ∆amyR, ∆inuR and ∆amyR∆inuR Strains in A. niger in a Single Transformation Event

In order to obtain *A. niger* ∆*amyR*, ∆*inuR* and ∆*amyR*∆*inuR* strains, one single transformation event was performed in which 1 µg of each ANEp8-Cas9-*pyrG* plasmid carrying sgRNAs targeting *amyR* or *inuR* were mixed and co-transformed together with 5 µg of each corresponding RT into *A. niger* protoplasts as previously described [30]. Forty-eight transformants were obtained and ten were further isolated to monosporic culture and screened. From these ten, six transformant colonies were positive ∆a*myR* mutants, two were positive ∆*inuR* mutants and two were double ∆*amyR*∆*inuR* mutants (Figure 1). All single and combinatorial mutants were identified by PCR using specific primers designed to differentiate between mutants and the control strain (Supplementary Table S2) (Figure 1).

### 3.2. The Amylolytic Transcription Factor AmyR Influences Growth of A. niger on Sucrose and Inulin

To evaluate the contribution of the amylolytic and inulinolytic transcriptional activators AmyR and InuR, respectively, to the utilization of storage polysaccharides and related carbon sources in *A. niger*, the parental, ∆*amyR*, ∆*inuR* and double ∆*amyR*∆*inuR* strains were grown on agar plates containing different carbon sources. These include D-glucose, D-fructose, sucrose, maltose, starch and inulin (Figure 2). Growth on D-glucose and D-fructose was similar for all strains, whereas ∆*inuR* showed reduced growth on sucrose and inulin compared to the control and ∆*amyR* strains, as previously reported [22]. These results confirm the involvement of InuR in sucrose and inulin utilization in *A. niger*. The ∆*amyR*∆*inuR* double deletion strain showed a further reduced growth on both sucrose and inulin compared to the single ∆*inuR* strain*,* suggesting a role for AmyR in sucrose and inulin utilization in *A. niger*. Finally, the growth on maltose and starch was only affected by the deletion of *amyR*, confirming the dominant role of AmyR in starch utilization [10,11]. 

### 3.3. The Contribution of AmyR to Sucrose and Inulin Utilization Depends on the Cultivation Method

In order to evaluate the influence of AmyR on growth on sucrose and inulin, the mycelial weight of *A. niger* control, ∆*amyR*, ∆*inuR* and double ∆*amyR*∆*inuR* strains was evaluated from both liquid and solid medium cultures (Figure 3). In both cases, the media contained either 1% sucrose or 1% inulin as carbon source, supplemented with 5 mM D-fructose to facilitate initial germination of fungal spores. In case of liquid cultures, the deletion of *inuR* resulted in substantially decreased mycelial weight in liquid minimal medium (MM) containing 1% sucrose or inulin (average weight of 32 mg and 15 mg, respectively) compared to the control (117 mg and 107 mg, respectively) after 48 h of growth (*p <* 0.05) (Figure 3a). However, dry weight measurement results from liquid cultures did not suggest the contribution of AmyR to growth on sucrose or inulin, indicated by the comparable growth of Δ*amyR* and Δ*amyR*Δ*inuR* strains to that of the control and Δ*inuR* strain, respectively (Figure 3a). SDS-PAGE analysis showed reduced protein production by the Δ*amyR*Δ*inuR* mutant compared to the Δ*inuR* strain after 24 h and 32 h of growth (Supplementary Figure S1). However, the mycelial weight measurement results indicate that most proteins abolished by the additional deletion of *amyR* in the Δ*inuR* strain are probably not essential for inulin utilization.

In contrast to the dry weight measurements from liquid cultures, when the tested strains were cultivated on solid MM plates containing the same carbon sources, the Δ*amyR* strain showed reduced mycelial weight on both substrates compared to the control (Figure 3b). Moreover, the Δ*amyR*Δ*inuR* double deletion strain showed significantly reduced mycelial weight on sucrose compared to the Δ*inuR* deletion strain (2.5 mg compared to 27 mg) (*p <* 0.05), which correlates with our growth profile results (Figure 2). Despite the reduced mycelial weight of the Δ*amyR* strain compared to the control on inulin (Figure 3b) and the reduced growth of Δ*amyR*Δ*inuR* mutant compared to the Δ*inuR* strain on the same substrate (Figure 2), the mycelial weight of Δ*inuR* and Δ*amyR*Δ*inuR* was comparable on inulin in both culture conditions (Figure 3).

Overall, these results indicate that AmyR influences the growth on sucrose, and to a lesser extent on inulin, but only when the fungus is cultivated on solid medium.

### 3.4. A. niger AmyR Shows Minor Involvement in the Regulation of Gene Expression When the Fungus Is Cultivated in Liquid Medium Containing Sucrose and Inulin

In order to evaluate the regulatory mechanisms playing a role in sucrose and inulin utilization on a molecular level, transcriptome data were generated from liquid cultures of *A. niger* control, Δ*amyR*, Δ*inuR* and Δ*amyR*Δ*inuR* strains. Samples were taken after 2 and 8 h of growth following a transfer from CM medium containing 2% D-xylose to MM medium containing 1% sucrose or 1% inulin.

Considering the genome-wide response of the fungus, the deletion of either *amyR*, *inuR* or both resulted in relatively low number of DEGs compared to the control on inulin after 2 h of growth (Figure 4a, right panel). However, after 8 h of growth, the double deletion of *amyR* and *inuR* resulted in the upregulation of 1995 and downregulation of 1955 genes, which can mostly be associated with the deletion of *inuR*, showing the upregulation and downregulation of 1575 and 1708 genes, respectively (Figure 4a, right panel). In contrast to the inulin culture, the number of DEGs was substantially higher at both timepoints when grown on medium containing 1% sucrose as carbon source, mainly affected by the deletion of *inuR* (Figure 4a, left panel). Interestingly, the Δ*inuR* strain showed a higher number of downregulated genes compared to the Δ*amyR*Δ*inuR* strain after 8 h of cultivation on sucrose, highlighting the major role of InuR for the utilization of this substrate (Figure 4a, left panel). The large number of upregulated genes in the *inuR* single and double deletion mutants correlates with the upregulation of major regulators involved in plant biomass degradation (Supplementary Figure S2). The upregulation of major TF genes might be an indirect consequence of the downregulation of *creA*, resulting in a carbon catabolite de-repressed phenotype [34] (Supplementary Figure S2). The relation of AmyR and InuR to the utilization of sucrose and inulin on a genetic level correlates with the mycelial weight results originating from liquid cultures (Figure 3a).

The expression level of a set of 481 plant biomass utilization-related genes, including 217 CAZy, 168 metabolic genes, 85 transporter genes and 11 TF genes, were analyzed to evaluate the involvement of both TFs in the regulation of sucrose and inulin utilization in more detail. As expected, the deletion of *inuR* showed the highest individual impact on CAZy, metabolic and transporter gene expression when grown on the test substrates (Figure 4b, Supplementary Data S1). A large number of plant biomass utilization-related genes were downregulated in the Δ*inuR* mutant at both timepoints on sucrose (72 and 71 genes after 2 and 8 h of growth, respectively), while only 8 and 46 genes were downregulated on inulin after 2 and 8 h of growth, respectively (Figure 4b). Therefore, only a small set of 7 genes were affected by the deletion of *inuR* in all four experimental conditions (Table 1). These include *sucA/suc1*, *inuE/inu1*, *mstH* and the putative maltose/sucrose transporter gene NRRL3_3594 [35]. Based on our results, an additional putative inositol/fructose transporter gene, NRRL3_11807 [35], is controlled by InuR. The expression of *aglC* was substantially reduced in the Δ*inuR* strain compared to the control. Similarly, reduced expression of *aglC* was observed in a Δ*amyR* mutant when grown on maltose and starch, but not on D-glucose [8], which was shown to induce the expression of *aglC* [36]. Therefore, in our study, the reduced expression of *aglC* in the Δ*inuR* strain is most likely related to impaired release of D-glucose from sucrose and inulin. However, the dependency of *aglC* expression on D-glucose concentration is not fully understood. The previously reported InuR dependent genes, *inuA* and *sucB* [22], were also downregulated in the Δ*inuR* mutant. However, these genes showed generally low expression (FPKM < 20) in the control strain and were excluded from the analysis (Supplementary Data S1). Interestingly, the invertase gene, *sucC*, was not expressed in any of our test conditions (Supplementary Data S1).

In contrast, the deletion of *amyR* did not indicate a substantial contribution of AmyR to sucrose and inulin utilization when cultivated in liquid medium. Only three CAZy and six metabolic genes were downregulated in the Δ*amyR* strain compared to the control after 2 h of growth on sucrose, while an even lower number of genes were downregulated in any of the other conditions. Moreover, only a putative glycerol proton symporter gene (NRRL3_817) [35] showed significantly decreased expression in the Δ*amyR*Δ*inuR* strain compared to the Δ*inuR* single deletion mutant after 8 h of growth on inulin.

Overall, gene expression data generated from liquid cultures did not support an involvement of AmyR in sucrose or inulin utilization at the transcriptomic level, which correlates with the mycelial dry weight measurement results from liquid cultures (Figure 3a).

### 3.5. AmyR Contributes to the Utilization of Sucrose and Inulin When A. niger Is Grown on Solid Media

In order to explain the impact of *amyR* deletion on growth on solid medium containing 1% sucrose or 1% inulin as carbon source (Figure 2 and Figure 3b), transcriptomic data were generated from *A. niger* control, Δ*amyR,* Δ*inuR* and Δ*amyR*Δ*inuR* cultures grown on solid agar plates. 

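These data are 24 RNA-seq libraries, 3 for each of the 4 strains on each carbon source. The control is a strain without ku70, which lowers the random integration of DNA and so favours targeted deletion. AmyR is the transcriptional activator of the genes for starch degradation and InuR that of the genes for inulin and sucrose degradation. Cultures grew for 2 days on soybean hulls between polycarbonate membranes and were then moved to plates with 1% sucrose or 1% inulin, from which mycelium was taken after 40 h. The libraries are numbered here by the codes in their labels, 1 to 24. The authors had rRNA depleted and directional libraries sequenced, aligned the reads to the NRRL3 genome with STAR, removed PCR duplicates with Picard and counted reads on exons with htseq-count. The paper's text does not say whether the counting used the strand. The deposited counts are whole numbers per gene without normalization, and a second set of files gives FPKM per gene, fragments per kilobase of exon scaled to the size of the library, in the layout of Cufflinks. The total count per library on sucrose was 6499975 to 9685442 (median 6650341) in the control, 4393706 to 5410305 (median 4732886) in Δ*amyR*, 4249844 to 13319924 (median 7757156) in Δ*inuR* and 4041683 to 4491713 (median 4372821) in Δ*amyR*Δ*inuR*. On inulin it was 10324812 to 18232133 (median 12773237), 4301831 to 5650589 (median 4832915), 3449963 to 5766735 (median 4903767) and 6498312 to 8420360 (median 7284315) in the same order of strains. Over all libraries the totals ran from 3449963 to 18232133 with a median of 5708662. Replicates of a condition differed by more than counting noise, with a chi-square per degree of freedom of 3.62 to 65.9 over the 24 pairs, so no library was a copy of another of its condition. From the counts, the 9818 genes kept by edgeR's filterByExpr were scaled with TMM factors and tested with edgeR's quasi-likelihood test in a single fit to all libraries, with Benjamini-Hochberg adjustment. A gene is called a DEG here at the paper's thresholds, an adjusted p below 0.01, a fold change above 2 in either direction and a mean FPKM above 20 in at least 1 of the groups compared. The unit matters as well. On the FPKM scale the median log2 fold change of all genes lay 0.16 to 0.34 above that on the TMM scale in the 6 comparisons of a deletion strain with the control, and fold changes given here are on the TMM scale.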

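On sucrose, 0 of the 9818 genes tested were upregulated and 4 were downregulated in the Δ*amyR* strain compared to the control. On inulin, 2 were upregulated and 5 downregulated. At an unadjusted p below 0.05, 785 genes (8.00%) differed on sucrose and 521 (5.31%) on inulin. In the Δ*inuR* strain compared to the same control libraries, 285 genes were upregulated and 538 downregulated on sucrose, and 237 and 385 on inulin. The alternative that moved the Δ*amyR* counts on sucrose most was DESeq2 without the FPKM threshold, a combination chosen after seeing the values, with 0 upregulated and 9 downregulated genes. On inulin the same combination gave 8 and 7.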

Genome-wide transcriptome results indicated that AmyR has a minimal impact on sucrose and inulin utilization in the presence of InuR. This was evidenced by the low number of DEGs in the Δ*amyR* strain compared to the control on both substrates (Figure 5a). However, the additional deletion of *amyR* in the Δ*inuR* background strain resulted in further upregulation and downregulation of 554 and 381 genes on sucrose, respectively (Figure 5a).

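The 4 genes downregulated on sucrose were *amyR* itself, the glucoamylase gene *glaA* (NRRL3_08300), *agdA* and the sugar transporter gene *mstA* (NRRL3_03147). Expression of *glaA* was 198 ± 95.1 FPKM (SD, n = 3 libraries) in the control and 12.4 ± 3.47 in Δ*amyR*, a log2 fold change of -4.12 (standard error 0.47, adjusted p = 1.18e-04, edgeR). For *mstA* it was 27.8 ± 11.6 FPKM against 7.83 ± 1.17, with a log2 fold change of -1.97 (standard error 0.29, adjusted p = 0.00276, edgeR). With no count in the deletion strain, *amyR* was at least 198-fold lower on sucrose and at least 366-fold lower on inulin. On inulin, *glaA*, *agdA* and *mstA* were downregulated as well, together with the α-amylase gene *aamA* (NRRL3_09875). In that comparison, *glaA* fell from 983 to 39.1 FPKM (log2 fold change -5.02), *mstA* from 122 to 7.22 FPKM (-4.39) and *aamA* from 181 to 0.425 FPKM (-9.28). On sucrose *aamA* had at most 2 counts in any Δ*amyR* library, at least 129-fold below the control, but was not called because its mean in the control was 17.5 FPKM. Both genes upregulated on inulin were NRRL3_10369 (log2 fold change 1.93) and NRRL3_10723 (1.66). With 1 library left out in turn, the number of upregulated genes on inulin was 0 without library 1, 2, 4 or 6 and 4 without library 3 or 5. On sucrose, *mstA* no longer passed the threshold in 5 of the 6 such fits, where its log2 fold change lay between -2.20 and -1.82. With only the libraries compared in the fit, 2 genes were downregulated on sucrose.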

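Compared directly on sucrose, 68 genes were upregulated and 198 downregulated in Δ*amyR*Δ*inuR* relative to Δ*inuR*. Without library 23 of the double deletion strain the number of upregulated genes was 33, and without library 19 of Δ*inuR* it was 40, so these libraries weigh on that count. The downregulated genes numbered between 154 and 218 with any 1 of the 6 libraries left out. Compared to the control instead, 453 genes were upregulated and 716 downregulated in the double deletion strain on sucrose, which is 168 and 178 more than in Δ*inuR*. Of these, 223 upregulated and 240 downregulated genes were not called in the same direction in Δ*inuR*. Without the FPKM threshold, the direct comparison gave 279 upregulated and 571 downregulated genes, with only these libraries in the fit 127 and 186, and with glmTreat 12 and 79. Whether the deletion of *amyR* acted differently with and without *inuR* was tested as an interaction. On sucrose, the effect of the deletion was higher in the Δ*inuR* background than in the control background for 54 genes and lower for 254. As many genes were called in 8 of 100 random regroupings of the libraries, which can carry the effect of *inuR* into the contrast. Without library 23, 30 genes were higher, with DESeq2 100, and with glmTreat 2.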

In total, 31 plant biomass utilization-related genes, including 13 CAZy, 14 metabolic and 4 transporter genes, were downregulated in the double deletion strain compared to Δ*inuR* on sucrose. In contrast, a very small number of plant biomass utilization-related genes showed downregulation in the double deletion strain compared to the Δ*inuR* on inulin (Figure 5b), which can be associated with the very low expression of *amyR* (3.83 FPKM) in the Δ*inuR* strain on inulin (Supplementary Data S2). Moreover, mycelial weight measurements did not indicate either significant difference between the Δ*inuR* and Δ*amyR*Δ*inuR* strains on inulin (Figure 3).

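Supplementary Data S2 lists 481 CAZy, metabolic, transporter and transcription factor genes, of which 411 passed the count filter. In the direct comparison of Δ*amyR*Δ*inuR* with Δ*inuR* on sucrose, 32 of them were downregulated, 12 CAZy, 15 metabolic and 4 transporter genes and 1 transcription factor gene, which is the deleted *amyR*. There were 5 upregulated genes. With p-values adjusted over the list alone, 33 genes were downregulated. The largest falls after *amyR* were those of *aamA*, from 760.3 ± 222 FPKM (SD, n = 3) in Δ*inuR* to 0.273 ± 0.162 in the double deletion strain, a log2 fold change of -11.73 (standard error 1.07, adjusted p = 2.48e-07, edgeR), and of *glaA*, from 2329.8 ± 617 to 21.7 ± 3.44 FPKM, a log2 fold change of -6.77 (standard error 0.53, adjusted p = 4.40e-08, edgeR). The transporter gene *mstH* (NRRL3_03879) fell from 278 to 6.27 FPKM (log2 fold change -5.45) and the α-galactosidase gene *aglC* (NRRL3_00016) from 67.1 to 10.4 FPKM (-2.69). In the list, 64 genes were downregulated without the FPKM threshold.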

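On inulin, 0 of the 481 listed genes and 0 of all genes tested were called in Δ*amyR*Δ*inuR* compared to Δ*inuR*. At an unadjusted p below 0.05, 27 listed genes and 651 of all genes (6.63%) differed. Expression of *amyR* in the Δ*inuR* strain on inulin was 3.83 ± 1.35 FPKM (SD, n = 3 libraries), from 213, 115 and 88 counts, against 31.9 ± 5.06 FPKM in the control on inulin and 48.3 ± 10.6 FPKM in Δ*inuR* on sucrose. Its log2 fold change in Δ*inuR* compared to the control was -3.41 (standard error 0.24, adjusted p = 2.66e-07, edgeR) on inulin and 0.71 (standard error 0.21, adjusted p = 0.0142, edgeR) on sucrose, the latter past the thresholds only on the FPKM scale, at 1.01 with limma-trend on log2(FPKM + 1). The loss of the remaining *amyR* reads in the double deletion strain, a fall of at least 61.3-fold, was itself not called at this level of expression. Without the FPKM threshold, 0 genes were upregulated and 2 downregulated, the deleted *amyR* and NRRL3_00001, neither of which had a count in the double deletion strain. With the threshold, 1 gene was upregulated without library 11 of the double deletion strain and 1 downregulated without library 9 of Δ*inuR*. DESeq2 with the threshold called 2 genes upregulated and 0 downregulated.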

The involvement of AmyR in sucrose and inulin utilization is most likely mediated through the regulation of α-glucosidase activity. This activity has been reported to play a role in sucrose utilization [37,38,39] and can be involved in the removal of terminal α-D-linked glucose units from inulin. A previous study indicated that the expression of α-glucosidase-encoding genes *agdA* and *agdB* was reduced when *amyR* was deleted [22]. In contrast, our results showed increased expression of *agdB* in the Δ*amyR*Δ*inuR* strain compared to the control when grown on solid sucrose and inulin-containing medium (Supplementary Table S3). 

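The α-glucosidase gene *agdB* (NRRL3_02524) lies on contig 202 from 2727571 to 2730530, apart from the locus of *amyR* and *agdA*. On sucrose its expression was 11.7 ± 5.24 FPKM (SD, n = 3) in the control and 204 ± 41.8 FPKM in Δ*amyR*Δ*inuR*, a log2 fold change of 3.88 (standard error 0.41, adjusted p = 1.23e-07, edgeR). On inulin it was 70.2 ± 36.8 FPKM in the control and 265 ± 36.4 FPKM in the double deletion strain, a log2 fold change of 1.65 (standard error 0.38, adjusted p = 0.00116, edgeR). In the Δ*inuR* strain, *agdB* reached 104 ± 12.8 FPKM on sucrose, a log2 fold change of 2.93 (standard error 0.40, adjusted p = 4.23e-06, edgeR), and 304 ± 63.5 FPKM on inulin, a log2 fold change of 1.76 (standard error 0.38, adjusted p = 7.09e-04, edgeR). The control libraries on inulin were spread widely, with 14646, 4603 and 11374 counts. Over the alternative settings, the log2 fold change in the double deletion strain stayed between 3.81 and 4.21 on sucrose and between 1.64 and 2.03 on inulin.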

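Ranked by mean FPKM among the 217 CAZy genes of Supplementary Data S2, *agdB* was number 1 in the Δ*amyR*Δ*inuR* strain on sucrose and number 1 on inulin, and it came first in each of the 6 libraries. The gene ranked next was *abnC* (NRRL3_05407) on both carbon sources, with 155 ± 35.9 FPKM (SD, n = 3) on sucrose and 209 ± 29.7 on inulin. By TMM-scaled counts without length correction, which favour long genes, *agdB* was number 2 on sucrose, behind NRRL3_02123 and first in 2 of the 3 libraries, and number 1 on inulin. In the Δ*inuR* strain *agdB* was number 7 on sucrose and number 1 on inulin. In the control it was number 40 on sucrose and number 13 on inulin, where *glaA* ranked first with 983 FPKM.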

In fact, *agdB* was the highest expressed CAZy gene in the Δ*amyR*Δ*inuR* strain cultivated on both solid carbon sources (Supplementary Data S2), correlating with previous observations that the expression of this gene is not AmyR dependent [14]. However, the expression of *agdA* was significantly downregulated in both Δ*amyR* and Δ*amyR*Δ*inuR* deletion strains compared to the control when cultivated on solid medium containing sucrose or inulin as carbon source. Moreover, the deletion of *inuR* resulted in the upregulation of *agdA* compared to the control (302.13 FPKM compared to 68.86 FPKM, respectively) (Supplementary Table S3 and Supplementary Data S2) on solid medium containing sucrose, most likely to compensate for the reduced expression of invertase-encoding genes (eg., *sucA* and *sucB*) [40]. Therefore, the additional deletion of *amyR* in the Δ*inuR* strain and the subsequent downregulation of *agdA* (15.13 FPKM) (Supplementary Table S3 and Supplementary Data S2) could explain the significant growth reduction of the Δ*amyR*Δ*inuR* strain compared to Δ*inuR* on sucrose (Figure 2 and Figure 3b).

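On sucrose, *agdA* had 68.9 ± 27.4 FPKM (SD, n = 3 libraries) in the control and 6.86 ± 1.40 in Δ*amyR*, a log2 fold change of -3.36 (standard error 0.36, adjusted p = 5.58e-05, edgeR). In Δ*amyR*Δ*inuR* compared to the same control the log2 fold change was -2.31 (standard error 0.34, adjusted p = 7.80e-06, edgeR). On inulin, expression was 135 ± 10.4 FPKM in the control and 12.1 ± 2.66 in Δ*amyR*, a log2 fold change of -3.81 (standard error 0.36, adjusted p = 5.97e-06, edgeR), and 11.3 ± 1.42 FPKM in the double deletion strain, a log2 fold change of -3.74 (standard error 0.36, adjusted p = 6.96e-08, edgeR). In each of these comparisons the 3 libraries of the deletion strain lay below the 3 of the control. Since *agdA* is the neighbour of the deleted gene, the genes around the locus were examined in the same test. In Δ*amyR* on sucrose, *amyC*, the next gene beyond *agdA*, had a log2 fold change of -0.33 (standard error 0.21, adjusted p = 0.765, edgeR), and NRRL3_07702, on the other side of *amyR*, one of -0.10 (standard error 0.15, adjusted p = 0.954, edgeR), neither of which is a DEG. The fold change of *agdA* stayed between -3.36 and -3.08 on sucrose and between -3.83 and -3.40 on inulin over the alternative settings.

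**Figure D1:**
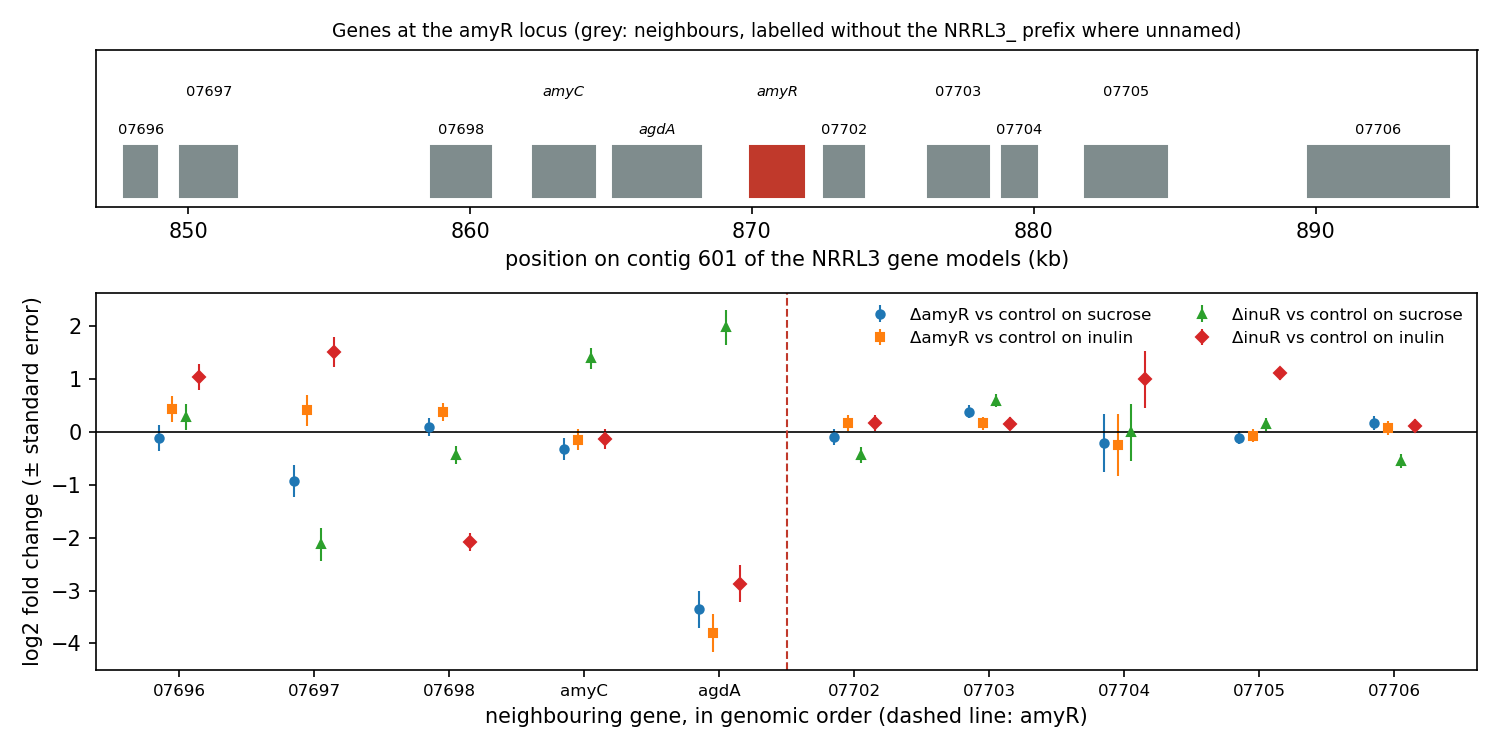
Map of *amyR* and the 5 annotated genes on each side of it on contig 601 of the NRRL3 gene models, with positions in kb, and below it the log2 fold change of each gene beside *amyR* compared to the control, from edgeR, in Δ*amyR* and Δ*inuR* on sucrose and on inulin. Bars are standard errors. The fold change of *agdA* is -3.36 in Δ*amyR* on sucrose and -3.81 on inulin, while NRRL3_07702 on the other side stays at -0.10 on sucrose.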

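In the Δ*inuR* strain on sucrose *agdA* reached 302 ± 70.9 FPKM (SD, n = 3), a log2 fold change of 1.98 (standard error 0.34, adjusted p = 5.75e-05, edgeR) compared to the control. On inulin the change was in the opposite direction, to 23.5 ± 19.6 FPKM, a log2 fold change of -2.87 (standard error 0.35, adjusted p = 1.48e-06, edgeR). The mean on inulin rests in part on library 7, which had 2765 *agdA* counts against 773 and 499 in the other libraries of that group. Tested as an interaction, the response of *agdA* to the deletion of *inuR* differed between the carbon sources by 4.85 (standard error 0.48, adjusted p = 3.03e-07, edgeR) on the log2 scale. The invertase gene *sucA* (NRRL3_11752) fell on sucrose from 14.4 ± 7.89 FPKM in the control to 0.130 ± 0.114 FPKM in Δ*inuR*, a log2 fold change of -6.68 (standard error 0.53, adjusted p = 4.14e-09, edgeR). It was not called there because both means were below 20 FPKM. On inulin it fell from 26.5 ± 6.04 FPKM to at most 3 counts in any library, at least 305-fold. Expression of *sucB* fell from 5.98 ± 2.12 to 2.92 ± 0.401 FPKM on sucrose, a log2 fold change of -1.20 (standard error 0.27, adjusted p = 9.86e-04, edgeR), again below the FPKM threshold.

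**Figure D2:**
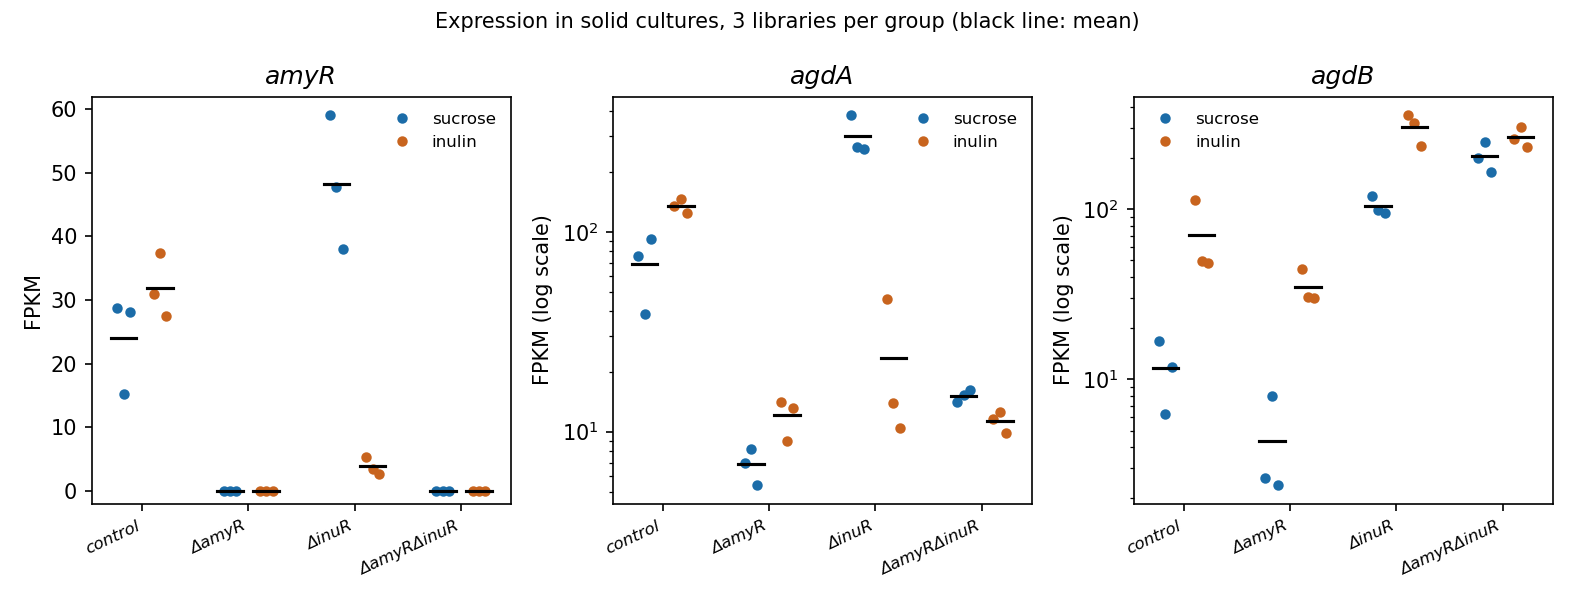
Expression of *amyR*, *agdA* and *agdB* in FPKM in each solid-culture library, by strain and carbon source (blue, sucrose; orange, inulin), on a linear axis for *amyR* and logarithmic axes for *agdA* and *agdB*. Dots are the 3 libraries of a condition and black lines their mean. In Δ*inuR* the mean of *agdA* is 302 FPKM on sucrose and 23.5 on inulin, and that of *amyR* is 48.3 and 3.83.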

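On sucrose *agdA* fell from its level in Δ*inuR* to 15.1 ± 1.10 FPKM (SD, n = 3) in Δ*amyR*Δ*inuR*, a log2 fold change of -4.29 (standard error 0.37, adjusted p = 1.50e-07, edgeR). The libraries held 647, 668 and 629 counts of *agdA* in the double deletion strain and 40478, 16843 and 10780 in Δ*inuR*. With any 1 of the 6 libraries left out, the log2 fold change lay between -4.42 and -4.11. The paper connects this fall with the smaller colony and mycelial weight of the double deletion strain on sucrose and proposes that the loss of *agdA* expression could account for them. The growth measurements were not analysed here.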

**Table 1:** Downregulated genes in the *A. niger* Δ*inuR* strain compared to the control in liquid media. The genes included in this table were downregulated in both media containing 1% sucrose or 1% inulin after 2 and 8 h of growth. Gene expression is represented as FPKM values.

Gene Number	Gene Name	Description	Reference	Sucrose				Inulin			
				Control 2 h	Δ*inuR* 2 h	Control 8 h	Δ*inuR* 8 h	Control 2 h	Δ*inuR* 2 h	Control 8 h	Δ*inuR* 8 h
NRRL3_11752	*sucA/suc1*	SUC (invertase/β-fructofuranosidase)	[41]	1606.86	0.25	218.88	2.79	220.34	0.16	312.10	0.48
NRRL3_11807	-	Putative inositol/fructose transporter	[35]	376.17	51.66	235.22	22.16	572.01	21.53	1474.03	29.23
NRRL3_16	*aglC*	AGL (α-1,4-galactosidase)	[36]	469.34	25.44	30.79	3.91	127.91	15.72	97.77	2.57
NRRL3_3087	*inuE/inu1*	INX (exo-inulinase)	[42]	1716.50	1.78	168.76	2.85	1352.05	1.41	1681.95	1.24
NRRL3_3594	-	Putative maltose/sucrose transporter	[35]	84.89	12.34	44.87	3.97	134.79	9.96	170.26	5.79
NRRL3_3879	*mstH*	High-affinity glucose transporter	[43]	662.64	60.42	579.77	17.08	385.58	49.97	1084.95	10.74
NRRL3_8073	*pycA*	Pyruvate carboxylase	[44]	5154.97	379.43	650.99	292.21	638.20	303.34	1705.41	524.39

## 4. Conclusions

In conclusion, data originating from liquid culture samples indicated no involvement of AmyR in sucrose and inulin utilization. However, growth profiling, analysis of mycelial dry weight and transcriptome data originated from solid medium cultures indicated substantial involvement of AmyR in the regulation of sucrose utilization, as well as in the regulation of inulin utilization to a limited extent. 

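Whether the loss of *amyR* from a strain without *inuR* acted differently on sucrose and on inulin was tested as an interaction over the transcriptomes. The effect was higher on sucrose for 36 genes and lower for 163. As many were called in 3 of 100 random regroupings of the libraries, which can carry the effect of the carbon source into the contrast. The number of higher genes was 17 without library 23 and 18 without library 10, and between 21 and 23 without library 8, 12, 19 or 20, but 74 with DESeq2 and 134 with only the libraries compared in the fit, against 2 with glmTreat. For *agdA* the difference was -3.42 (standard error 0.47, adjusted p = 9.73e-05, edgeR) on the log2 scale. On inulin, the deletion of *amyR* acted differently with and without *inuR* on 2 genes, *glaA* (3.99) and *mstA* (4.44), both of which fell less or not at all where *inuR* was deleted. Of the random regroupings, 7 of 100 gave as many. In 11 of the 12 fits that each left out 1 library, *mstA* was the 1 gene called higher, 1 gene was lower without library 1, 3 or 9, and without library 7 of Δ*inuR* there were 4. From growth profiles, mycelial dry weight and the transcriptomes of these solid cultures, the paper concludes that AmyR has a substantial part in the regulation of sucrose utilization, and a limited one in that of inulin.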

Our data showed that the amylolytic regulator AmyR is partially involved in the utilization of sucrose and inulin in *A. niger*, by controlling the expression of α-glucosidase genes. In particular, the expression of the AmyR-dependent gene *agdA* correlates with the ability of *A. niger* to grow on sucrose and inulin when the major inulinolytic regulator, InuR, is deleted. In contrast, *agdB* does not show an AmyR dependent expression, and the residual growth of Δ*amyR*Δ*inuR* strain observed on sucrose and inulin could be associated with the activity of AgdB.

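On inulin, *agdA* expression was low in both strains without *inuR*. The log2 fold change in Δ*amyR*Δ*inuR* compared to Δ*inuR* was -0.87 (standard error 0.33, adjusted p = 0.558, edgeR), and the libraries of both groups overlapped, with 2765, 773 and 499 counts in Δ*inuR* and 943, 1238 and 1032 in the double deletion strain. With 1 library left out in turn it lay between -1.17 and -0.05, the latter without library 7. In the control, *agdA* was higher on inulin than on sucrose, with a log2 fold change of 1.33 (standard error 0.33, adjusted p = 0.00302, edgeR), which no longer passed the thresholds without library 3, at 1.26, or without library 14, at 1.08.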

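The deletion of *amyR* in the control background left *agdB* at 4.33 ± 3.15 FPKM (SD, n = 3) on sucrose, a log2 fold change of -1.58 (standard error 0.39, adjusted p = 0.158, edgeR), and at 35.0 ± 8.24 FPKM on inulin, a log2 fold change of -1.34 (standard error 0.37, adjusted p = 0.49, edgeR). Neither passes the threshold, although by TMM-scaled counts the 3 Δ*amyR* libraries lay below the 3 control libraries on both carbon sources, while in FPKM those on sucrose overlapped, with up to 7.96 in Δ*amyR* and down to 6.30 in the control. In the Δ*inuR* background the log2 fold change upon deletion of *amyR* was 0.95 (standard error 0.37, adjusted p = 0.0618, edgeR) on sucrose and -0.11 (standard error 0.37, adjusted p = 0.999, edgeR) on inulin. The difference between both backgrounds on sucrose, tested as an interaction, was 2.52 (standard error 0.54, adjusted p = 0.00292, edgeR). It no longer passed the threshold without library 16 of Δ*amyR*, at 2.27, or with only the libraries compared in the fit, at 2.49.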

Overall, these results show that submerged cultures, which are most often used in laboratory and industrial setups, do not always reflect the role of TFs in the natural growth conditions of the fungus, which is better represented on solid substrates. The phenotypical differences between the liquid and solid culture conditions observed in this study could be attributed to different environmental conditions, including aeration, oxygen diffusion rate, viscosity, osmolarity, agitation, cell density or substrate availability [25].

## Figures and Tables

**Figure 1:**
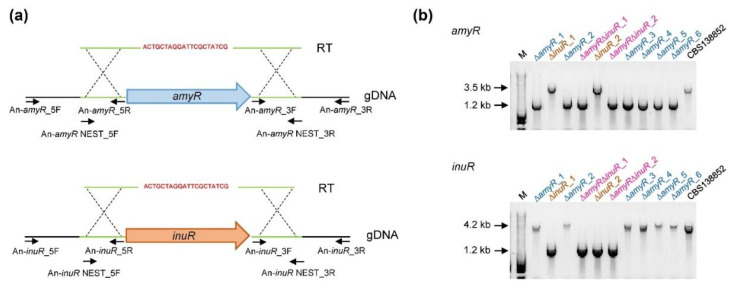
Molecular characterization of *A. niger* ∆*amyR*, ∆*inuR* and ∆*amyR*∆*inuR* strains. (**a**) Schematic representation of the genomic DNA (gDNA) reparation by homologous recombination after Cas9 cleavage in the *amyR* (blue arrow) and *inuR* (orange arrow) genes. The ~600 bp complementary arms to the upstream and downstream regions of *amyR* and *inuR* are represented in green. To generate the repair template (RT), a 20-bp sequence (red) was introduced for complementarity during fusion PCR. Black arrows represent the primers used for RT generation and transformant confirmation by PCR (Supplementary Table S2). Figure is not drawn to scale. (**b**) PCR confirmation of the *A. niger* ∆*amyR*, ∆*inuR* and ∆*amyR*∆*inuR* strains. Low bands (~1.2 kb) correspond to the deletants in *amyR* (top panel) and *inuR* (bottom panel), while upper bands (~3.5 and 4.2 kb) correspond to the parental strain (CBS 138852). Primer pairs used are located as indicated in the figure.

**Figure 2:**
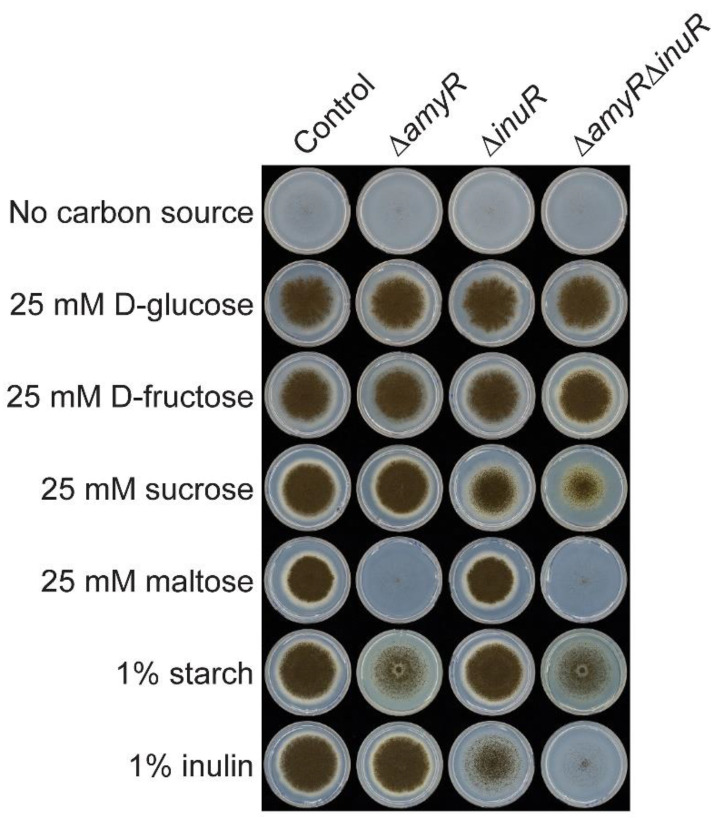
Growth profile of *A. niger* control, ∆*amyR*, ∆*inuR* and ∆*amyR*∆*inuR* strains grown on starch, inulin and other starch/inulin-related carbon sources after 8 days of incubation at 30 °C.

**Figure 3:**
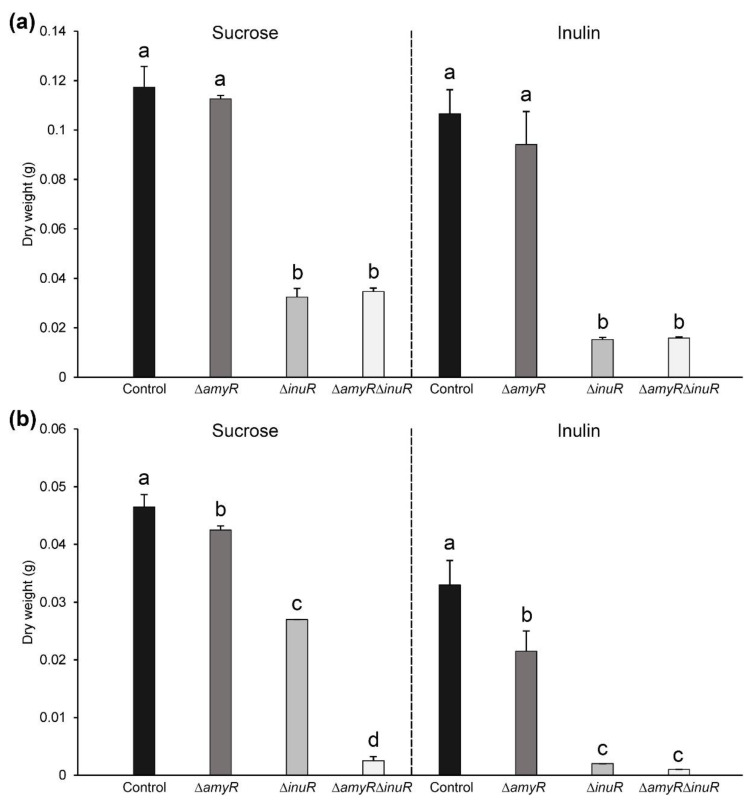
Mycelial dry weight measurement results of *A. niger* control (CBS 138852), ∆*amyR*, ∆*inuR* and ∆*amyR*∆*inuR* strains grown on liquid (**a**) or solid (**b**) medium containing 1% sucrose or inulin as carbon source, supplemented with 1.22 g/L uridine and 5 mM D-fructose to facilitate initial germination of fungal conidia. Liquid culture triplicates were incubated for 48 h in a rotary shaker at 250 rpm and 30 °C, while solid medium cultures were grown for 7 days at 30 °C. Samples showing different letters (a–d) show statistically significant differences among the strains (ANOVA and Tukey HSD test, *p* < 0.05).

**Figure 4:**
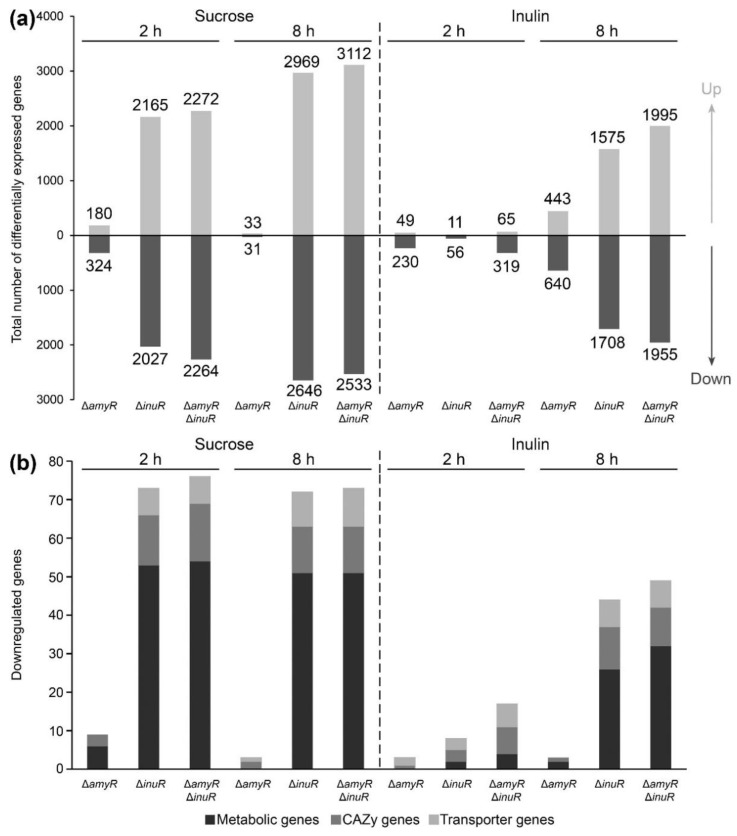
Differentially expressed genes (DEGs) in *A. niger* Δ*amyR*, Δ*inuR* and Δ*amyR*Δ*inuR* liquid cultures compared to the control (CBS 138852). Samples originated from 2 or 8 h of growth in liquid minimal medium containing 1% sucrose or 1% inulin as carbon source. (**a**) Total number of DEGs across the genome. Up- or downregulated genes are indicated by different tints of grey. (**b**) Downregulated plant biomass utilization-related genes. CAZy, metabolic and transporter genes are indicated by different tints of grey.

**Figure 5:**
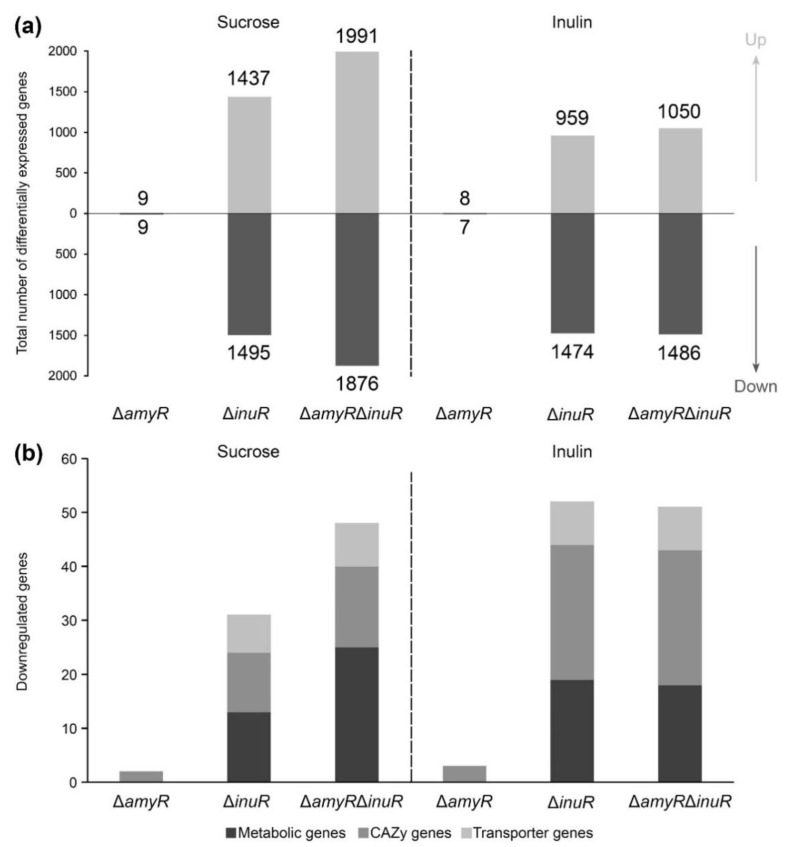
Differentially expressed genes (DEGs) in *A. niger* Δ*amyR*, Δ*inuR* and Δ*amyR*Δ*inuR* solid cultures compared to the control (CBS 138852). Samples originated from 40 h of growth on solid minimal medium containing 1% sucrose or 1% inulin as carbon source. (**a**) Total number of DEGs across the genome. Up- or downregulated genes are indicated by different tints of grey. (**b**) Downregulated plant biomass utilization-related genes. CAZy, metabolic and transporter genes are indicated by different tints of grey.

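Of the 9818 genes tested on inulin, 247 were upregulated and 388 downregulated in Δ*amyR*Δ*inuR* compared to the control. On sucrose, 230 upregulated and 476 downregulated genes were shared between Δ*inuR* and the double deletion strain, and 6 genes changed in opposite directions. On inulin, 206 upregulated and 366 downregulated genes were shared and 0 were opposite. Across genes, which are not independent replicates, the log2 fold changes of the 2 strains correlated with Pearson's r = 0.893 on sucrose and 0.949 on inulin. Since both strains are compared to the same control libraries, simulated strains without any change gave r = 0.436 and 0.422. No gene was called in these simulated strains, so they give no reference for the number of shared DEGs. Among the DEGs with a name in Supplementary Data S2, which excludes genes below the FPKM threshold such as *sucA*, the transporter gene *mstC* (NRRL3_05973) and the pyruvate decarboxylase gene *pdcA* (NRRL3_05725) fell most in Δ*inuR* on sucrose, from 877 to 4.54 FPKM (log2 fold change -7.88) and from 1456 to 35.8 FPKM (-5.53), respectively. The largest rise among these DEGs was that of *aamA*, to 760.3 FPKM (log2 fold change 5.25). Outside that list, NRRL3_10373 had 0 counts in every Δ*inuR* library on sucrose, at least 638-fold below the control. NRRL3_07597 had 0 counts in every control library on sucrose and was at least 643-fold higher in Δ*inuR* there. In the control, NRRL3_07597 was also at least 307.6-fold higher on inulin than on sucrose. On the FPKM scale, with limma-trend on log2(FPKM + 1), the balance on inulin was the opposite, with 356 genes upregulated and 273 downregulated in Δ*inuR* and 326 and 282 in the double deletion strain. Without the FPKM threshold, 1382 genes were upregulated and 1349 downregulated in Δ*inuR* on sucrose, and 841 and 1459 on inulin.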

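Among the genes of Supplementary Data S2, 11 CAZy, 12 metabolic and 7 transporter genes were downregulated on sucrose in Δ*inuR* compared to the control, and 15 CAZy, 25 metabolic and 9 transporter genes in Δ*amyR*Δ*inuR*. On inulin the counts were 25 CAZy, 20 metabolic and 7 transporter genes in Δ*inuR*, and 25 CAZy, 18 metabolic and 9 transporter genes in the double deletion strain. In Δ*amyR*, 2 CAZy, 0 metabolic and 1 transporter genes were downregulated on sucrose and 3 CAZy, 0 metabolic and 1 transporter genes on inulin. Transcription factor genes come on top of these, 3 of them in the double deletion strain on sucrose and 1 in each of the other comparisons. With p-values adjusted over the list alone, the downregulated genes of all classes numbered 32 in Δ*inuR* and 52 in Δ*amyR*Δ*inuR* on sucrose, against 31 and 52 with all genes tested.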

## Data Availability

The raw RNAseq data originating from liquid culture samples were deposited at the Sequence Read Archive at NCBI with sample accession numbers SRP379898-379907, SRP379909-379920 and SRP379922-379945. The raw RNAseq data originating from solid culture samples were deposited to GEO with accession ID GSE204768. All other data are available in the main text or in the supplementary files.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/jof9040438/s1. Supplementary Figure S1. Protein production analysis of *A. niger* parental, ∆*amyR*, ∆*inuR* and ∆*amyR*∆*inuR* strains. Supplementary Figure S2. Hierarchical clustering of transcription factor genes in *A. niger* control (CBS 138852) and Δ*amyR*, Δ*inuR* and Δ*amyR*Δ*inuR* deletion mutants. Supplementary Table S1. *A. niger* strains used in this study. Supplementary Table S2. Primers used in this study. Supplementary Table S3. Expression levels of two major α-glucosidase genes, *agdA* and *agdB*, in the *A. niger* control (CBS 138852) and Δ*amyR*, Δ*inuR* and Δ*amyR*Δ*inuR* deletion strains cultivated on solid media containing 1% sucrose or inulin as carbon source. Supplementary Data S1. Gene expression values of CAZy-, metabolic-, sugar transporter- and transcription factor genes of *A. niger* control (CBS 138852) and deletion mutant strains cultivated in liquid media. Supplementary Data S2. Gene expression values of CAZy-, metabolic-, sugar transporter- and transcription factor genes of *A. niger* control (CBS 138852) and deletion mutant strains cultivated on solid media.

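The FPKM values in this table are means over the 3 libraries of a condition. Apart from *amyR* and *inuR*, the transcription factor genes in it include *creA* (NRRL3_05946), the carbon catabolite repressor gene, which went from 133 ± 19.4 FPKM (SD, n = 3) in the control to 74.2 ± 17.5 in Δ*inuR* on sucrose, a log2 fold change of -0.94 (standard error 0.12, adjusted p = 2.54e-06, edgeR), and from 82.2 ± 12.3 to 58.2 ± 8.43 on inulin, a log2 fold change of -0.71 (standard error 0.12, adjusted p = 7.77e-05, edgeR). Both of these changes of *creA* were below 2-fold, while in Δ*amyR*Δ*inuR* compared to the control on sucrose its log2 fold change was -1.54. The gene *clrB* (NRRL3_09050) fell in Δ*inuR* from 25.8 ± 12.7 to 10.4 ± 3.19 FPKM on sucrose, a log2 fold change of -1.59 (standard error 0.31, adjusted p = 2.70e-04, edgeR). On inulin *clrB* fell as well, with a log2 fold change of -2.40. The xylanolytic regulator gene *xlnR* (NRRL3_04034) rose in Δ*inuR* from 8.81 ± 3.69 to 30.2 ± 4.88 FPKM on sucrose, a log2 fold change of 1.58 (standard error 0.23, adjusted p = 7.97e-06, edgeR). It differed little on inulin, with a log2 fold change of -0.32 (standard error 0.22, adjusted p = 0.237, edgeR). The gene *inuR* itself was expressed at 4.32 ± 0.710 FPKM in the control on sucrose and 3.24 ± 0.698 on inulin.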

How the deposited data were processed for this re-analysis (not part of the article)

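The data are 24 RNA-seq libraries of solid cultures, 3 for each of control, the single deletion strains and the double deletion strain on sucrose and on inulin, which makes 8 groups. The condition of each library was taken from its label. The labels give a code per library and no replicate number, so the libraries are named here by that code, and no paired analysis was possible because the groups share no replicate numbers in the labels or the paper. The liquid cultures, the growth profiles, the mycelial weights and the protein gels were not analysed here.

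The authors aligned the reads to the NRRL3 genome with STAR, removed PCR duplicates with Picard and counted reads on exons with htseq-count. The deposited counts are whole numbers per gene without normalization for the genes of 15 contigs, after the removal of duplicates and without entries for unassigned reads. The deposited FPKM values are fragments per kilobase of exon scaled to the size of the library, in the layout of a Cufflinks gene table, and they equal the FPKM columns of Supplementary Data S2 for the genes listed there. The paper's text does not name the program behind them or say whether the counting used the strand. Gene positions are those of the FPKM files, which give contigs, starts and ends but no strand and no exons. Gene names and classes were taken from Supplementary Data S2, which pairs 481 of the gene identifiers with names or functions, and from the paper's text.

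The libraries held 3449963 to 18232133 counts (median 5708662). The authors removed PCR duplicates, and the paper names no molecular identifiers, so the fold limits given for genes without reads cover counting error only. A group whose libraries all held 3 counts or fewer gives only a bound, computed against a count of 3 per library.

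Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the 8 groups, which left 9818, libraries were scaled by TMM, and a single quasi-likelihood model with 1 coefficient per group was fitted to all 24 libraries with glmQLFit and tested with glmQLFTest, two-sided, with Benjamini-Hochberg adjustment over all genes tested in each of 11 comparisons of groups and 4 interactions. Adjusted p-values are from edgeR unless another tool is named. A gene was called at an adjusted p below 0.01, a log2 fold change above 1 or below its negative, and a mean FPKM above 20 in at least 1 of the groups compared, which are the paper's thresholds. An interaction is the difference between 2 log2 fold changes, with the same thresholds over its 4 groups. Standard errors were computed from the fold change and its test statistic. The authors used DESeq2, which was run as an alternative. Expression is given as the mean and SD of the FPKM over the 3 libraries of a group. The smallest p of an exact permutation test of 3 libraries against 3 is 0.1, so single genes were not tested that way.

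The genes named in the text were chosen by a rule written before the data were examined. It takes every gene that the paper names for the solid cultures or in Table 1, *amyR* and *inuR*, the transcription factor genes and the starch- or inulin-related CAZy genes of Supplementary Data S2, the genes next to the deleted loci, the genes called in both comparisons of Δ*amyR* with the control, and in each comparison, among called genes whose libraries do not overlap, at most 3 named genes of Supplementary Data S2 and at most 2 genes of the genome with the largest rise and as many with the largest fall. Genes outside the rule are said to have been chosen after their values were seen. For the loci, 5 genes on each side were examined.

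The pipeline was tested on simulated data, negative binomial counts with the depths and dispersions of these libraries and 200 genes changed 4-fold. Of 185 changed genes that passed the filter, edgeR recovered 150 (81.1%) with 0 false calls in a comparison of 2 groups and 118 (63.8%) in an interaction, glmTreat recovered 97, and limma-trend 150. DESeq2 recovered 156 of 200 with 5 false calls. A second simulation without any change gave the correlation that sharing the control libraries produces by itself. No gene was called in it, so it gives no reference for the overlap of DEGs.

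The alternatives were DESeq2 1.42.0 with and without Cook's cutoff, size factors by relative log expression, no count filter, a mean count of at least 50, a fit to only the libraries compared, the robust prior of edgeR, glmTreat, limma-trend (3.58.1) on log2(FPKM + 1) and on log2(FPKM + 0.1), an adjusted p below 0.05, an FPKM threshold of 10 or none, adjustment over the genes of Supplementary Data S2 alone, and each library of the groups compared left out in turn. After seeing the values, DESeq2 together with no FPKM threshold and counts thinned to the total of the smallest library were added. The libraries were also regrouped, in all 10 splits of the 6 libraries of a comparison and in 100 random regroupings of the 12 libraries of an interaction, drawn with a fixed seed. Tables and figures were made in Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and matplotlib 3.10.9. Reads shared between similar genes and the GC content of genes were not examined, since neither reads nor sequences were used here.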

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

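The tests weighed in this part were chosen after the results were seen, apart from the alternative settings. DESeq2, glmTreat, limma-trend, a fit to only the libraries compared and fits that left out single libraries were set before the data were examined. The regroupings within the pairs of groups were run first and the regroupings of all 12 libraries afterwards; both are given. Exchanges among all 12 libraries can carry the effect of the other gene or of the carbon source into the contrast, and they mix strains or carbon sources within a group, which widens its spread. They are therefore no clean reference for the absence of an interaction, and their counts are given without a verdict resting on them.

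On sucrose, the effect of deleting *amyR* differed between the Δ*inuR* background and the control background for 308 genes, 54 higher and 254 lower, by edgeR's test of the interaction. The tables argue against several technical explanations. With every library thinned to the smallest total, 93.2% of the genes were still called in the same direction. After the trend with gene length was removed, 98.7% stayed past a log2 difference of 1. On the scale of the deposited FPKM 98.4% kept their direction, but this cannot decide on the scaling. The genes were called past a log2 difference of 1, and that scale moved the median of all genes by only -0.14. With limma-trend on log2(FPKM + 1), 31 genes were higher, 22 of them among the 54, while the number of lower genes stayed within 1.5 times its value. The 10 most abundant genes held at most 10.0% of the counts of any library, and the highest count of the deleted gene in any library labelled as a deletion strain was 0. The number of higher genes was 30 without library 23, 100 with DESeq2 and 2 with glmTreat. As to a grouping by chance, 8 of 100 random regroupings of the 12 libraries into 4 groups of 3, the real one included, gave as many genes, and 3 of 50 regroupings that exchanged libraries only within the pairs of groups. Of the latter, the 2 besides the real one left 1 of the pairs as it was, and the 40 that left neither called 0 genes, although mixed groups also have a wider spread, so that chance is not settled by these values. A role of AmyR that shows only without InuR, and the poor growth of the double deletion strain on sucrose that the paper reports, also stay open as biological explanations, since neither was separated from the other by this design.

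On inulin, the same interaction was called for 2 genes, *glaA* and *mstA*, both higher, with 701 genes at an unadjusted p below 0.05. Here 7 of 100 random regroupings of the 12 libraries into 4 groups of 3, the real one included, gave as many genes, and 7 of 50 regroupings that exchanged libraries only within the pairs of groups. Of the 37 that left neither pair as it was, 4 gave as many genes, so a grouping by chance stays open for the number of genes. With all libraries thinned to the smallest total, 3 genes were called, *glaA* and *mstA* among them. The call of *glaA* was lost in 11 of the 12 fits that each left out 1 library, where *mstA* was the only higher gene and 1 gene was lower without library 1, 3 or 9, and without library 7 of Δ*inuR* 4 genes were called. Gene length was not tested for so few genes. The level of *amyR* itself, which was already low in Δ*inuR* on inulin, stays open as a biological explanation.

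In the Δ*inuR* background, the effect of deleting *amyR* differed between sucrose and inulin for 199 genes, 36 higher and 163 lower on sucrose. As to chance, 3 of 100 random regroupings of the 12 libraries into 4 groups of 3, the real one included, gave as many genes, and 2 of 50 regroupings that exchanged libraries only within the pairs of groups. The 41 of the latter that left neither pair as it was called 0 genes, with the same reservation about the spread. Of the genes, 94.0% were still called in the same direction at equal depth, and 97.5% stayed past a log2 difference of 1 without the trend with length. On the FPKM scale 99.5% kept their direction, which cannot decide on the scaling, as the median of all genes moved by only 0.09. With limma-trend on log2(FPKM + 1), 17 of the 36 higher and 97 of the 163 lower genes were called. The number of higher genes was 17 without library 23, 18 without library 10, 22 without library 12, 23 without library 19 and 21 without library 20 or library 8. It was 74 with DESeq2, 134 with only the libraries compared in the fit and 2 with glmTreat. A batch of culture or library preparation that coincides with the carbon source is given neither by the labels nor by the paper and was not tested. As a hypothesis, the pattern may reflect that AmyR was present in Δ*inuR* on sucrose and nearly absent on inulin.

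The effect of deleting *inuR* differed between sucrose and inulin for 846 genes, 521 higher and 325 lower on sucrose. Here 1 of 100 random regroupings of the 12 libraries into 4 groups of 3, the real one included, gave as many genes, and 2 of 50 regroupings that exchanged libraries only within the pairs of groups. Of the latter, the 1 besides the real one left both pairs as they were. The 41 that left neither called 0 genes, with the same reservation about the spread. At equal depth 95.6% of the genes were still called in the same direction, and 88.5% stayed past a log2 difference of 1 without the trend with length. On the FPKM scale 99.8% kept their direction, which cannot decide on the scaling, as the median of all genes moved by only -0.12. With limma-trend on log2(FPKM + 1), 340 of the 521 higher genes were called, while the number of lower genes stayed within 1.5 times its value. The carbon source is the biological explanation that the design gives, and it was not tested apart from the cultures grown on it.

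At the *amyR* locus, genes moved in both directions in that interaction. The response of *agdA* to the deletion of *inuR* differed between the carbon sources by 4.85 on the log2 scale, a rise on sucrose and a fall on inulin, and that of *amyR* by 4.12. NRRL3_07697, the fourth gene beyond *amyR* on the side of *agdA*, differed by -3.63, a fall on sucrose and a rise on inulin, at a mean of at most 0.958 FPKM in these groups, so it was below the threshold for a DEG. One Δ*inuR* library on inulin, library 7, had more counts of *agdA* and of other starch-related genes than the others of its group. This is argued against as the source of the difference, since with any 1 of the 12 libraries left out the difference for *agdA* was at least 4.55. As a hypothesis, the level of *amyR* may set that of *agdA*, as *amyR* moved in the same directions, by a difference of 4.12 between the carbon sources. What lowers *amyR* without *inuR* on inulin but not on sucrose was not tested.

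NRRL3_00001, the first gene of contig 101 (410 to 4312), had 0 counts in all 6 libraries of the double deletion strain and at least 137 in each of the 18 other libraries. It was the only gene with 0 counts in the former and at least 100 in every one of the latter, and it was picked after its values were seen. Low depth is argued against, since the smallest of these libraries had a total of 4041683. A response to the carbon source is argued against by the Δ*inuR* strain, whose libraries had at least 923 counts on both carbon sources. A loss of the end of the contig in the double deletion strain is a candidate explanation that cannot be told apart from silencing, because the run of 6 genes from the start of the contig with at most 3 counts in each of these libraries includes genes that were low in other strains too. The genomic DNA of the strains was not analysed here.

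NRRL3_10375, on contig 801 from 585525 to 593542, had at most 2 counts in the 12 libraries without *inuR*. It is the last of 6 neighbouring genes, from NRRL3_10370, that were at or near 0 there, and it was among the genes with the largest falls. In the libraries of control and Δ*amyR*, the lowest count of NRRL3_10375 on inulin was 902. A lower supply of sugar in the strains without *inuR* cannot be told apart from a direct effect of InuR, because expression was also lower on inulin than on sucrose with *inuR* present. A loss of the region from both strains without *inuR* also cannot be told apart. The highest count there was 3, for NRRL3_10370 in Δ*inuR* on sucrose. Both strains come from the same transformation, but the paper describes them as separate colonies. The Δ*amyR* strain from that transformation kept the region, with at least 1116 counts of NRRL3_10375 on inulin, so the shared origin does not favour a loss. Low depth is argued against, since the counts put the fall at no less than 116-fold in any comparison of a strain without *inuR* with one that has it.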

How the results depend on the processing

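The alternatives listed here were set before the data were examined unless said otherwise. Over them, 703 of the recomputed counts stayed within 1.5 times their value or, for a tested fold change, kept their direction and their side of the threshold, and the others are given below. Unless a sentence says so, the cause of a change was not tested. A lower FPKM threshold calls more genes by construction, and glmTreat asks for a larger change.

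Without the FPKM threshold, the calls were 1382 upregulated and 1349 downregulated in Δ*inuR* against control on sucrose, 1864 upregulated and 1824 downregulated in Δ*amyR*Δ*inuR* against control on sucrose, 279 upregulated and 571 downregulated in Δ*amyR*Δ*inuR* against Δ*inuR* on sucrose, 1942 upregulated and 1807 downregulated in Δ*amyR*Δ*inuR* against Δ*amyR* on sucrose, 6 upregulated in Δ*amyR* against control on inulin, 841 upregulated and 1459 downregulated in Δ*inuR* against control on inulin, 952 upregulated and 1439 downregulated in Δ*amyR*Δ*inuR* against control on inulin, 2 downregulated in Δ*amyR*Δ*inuR* against Δ*inuR* on inulin, 895 upregulated and 1365 downregulated in Δ*amyR*Δ*inuR* against Δ*amyR* on inulin, 1160 upregulated and 674 downregulated in the control on inulin against sucrose, 148 higher and 439 lower in the interaction of both deletions on sucrose, 1 lower in the interaction of both deletions on inulin, 81 higher and 348 lower in the interaction of the *amyR* deletion (Δ*inuR* background) with the carbon source and 1338 higher and 725 lower in the interaction of the *inuR* deletion with the carbon source. The downregulated genes of Supplementary Data S2 were 79 in Δ*inuR* against control on sucrose, 116 in Δ*amyR*Δ*inuR* against control on sucrose, 64 in Δ*amyR*Δ*inuR* against Δ*inuR* on sucrose, 116 in Δ*amyR*Δ*inuR* against Δ*amyR* on sucrose, 141 in Δ*inuR* against control on inulin, 143 in Δ*amyR*Δ*inuR* against control on inulin, 1 in Δ*amyR*Δ*inuR* against Δ*inuR* on inulin and 125 in Δ*amyR*Δ*inuR* against Δ*amyR* on inulin.

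With an FPKM threshold of 10, the calls were 500 upregulated in Δ*inuR* against control on sucrose, 769 upregulated in Δ*amyR*Δ*inuR* against control on sucrose, 125 upregulated in Δ*amyR*Δ*inuR* against Δ*inuR* on sucrose, 797 upregulated in Δ*amyR*Δ*inuR* against Δ*amyR* on sucrose, 6 upregulated in Δ*amyR* against control on inulin, 376 upregulated in Δ*inuR* against control on inulin, 385 upregulated in Δ*amyR*Δ*inuR* against control on inulin, 1 downregulated in Δ*amyR*Δ*inuR* against Δ*inuR* on inulin, 362 upregulated in Δ*amyR*Δ*inuR* against Δ*amyR* on inulin, 287 upregulated in the control on inulin against sucrose, 90 higher in the interaction of both deletions on sucrose, 1 lower in the interaction of both deletions on inulin and 60 higher in the interaction of the *amyR* deletion (Δ*inuR* background) with the carbon source.

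With DESeq2 and no FPKM threshold together, chosen after seeing the values, the calls were 9 downregulated in Δ*amyR* against control on sucrose, 1432 upregulated and 1494 downregulated in Δ*inuR* against control on sucrose, 1983 upregulated and 1875 downregulated in Δ*amyR*Δ*inuR* against control on sucrose, 443 upregulated and 558 downregulated in Δ*amyR*Δ*inuR* against Δ*inuR* on sucrose, 2046 upregulated and 1861 downregulated in Δ*amyR*Δ*inuR* against Δ*amyR* on sucrose, 8 upregulated in Δ*amyR* against control on inulin, 956 upregulated and 1471 downregulated in Δ*inuR* against control on inulin, 1046 upregulated and 1484 downregulated in Δ*amyR*Δ*inuR* against control on inulin, 9 upregulated and 3 downregulated in Δ*amyR*Δ*inuR* against Δ*inuR* on inulin, 1007 upregulated and 1427 downregulated in Δ*amyR*Δ*inuR* against Δ*amyR* on inulin, 1290 upregulated and 739 downregulated in the control on inulin against sucrose, 281 higher and 478 lower in the interaction of both deletions on sucrose, 5 higher and 4 lower in the interaction of both deletions on inulin, 202 higher and 407 lower in the interaction of the *amyR* deletion (Δ*inuR* background) with the carbon source and 1351 higher and 929 lower in the interaction of the *inuR* deletion with the carbon source. The downregulated genes of Supplementary Data S2 were 84 in Δ*inuR* against control on sucrose, 121 in Δ*amyR*Δ*inuR* against control on sucrose, 65 in Δ*amyR*Δ*inuR* against Δ*inuR* on sucrose, 119 in Δ*amyR*Δ*inuR* against Δ*amyR* on sucrose, 142 in Δ*inuR* against control on inulin, 149 in Δ*amyR*Δ*inuR* against control on inulin, 2 in Δ*amyR*Δ*inuR* against Δ*inuR* on inulin and 127 in Δ*amyR*Δ*inuR* against Δ*amyR* on inulin.

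With edgeR's glmTreat test against a fold change of 2, the calls were 174 upregulated in Δ*inuR* against control on sucrose, 12 upregulated and 79 downregulated in Δ*amyR*Δ*inuR* against Δ*inuR* on sucrose, 0 upregulated in Δ*amyR* against control on inulin, 96 upregulated in Δ*inuR* against control on inulin, 103 upregulated in Δ*amyR*Δ*inuR* against control on inulin, 117 upregulated in Δ*amyR*Δ*inuR* against Δ*amyR* on inulin, 93 upregulated and 119 downregulated in the control on inulin against sucrose, 2 higher and 79 lower in the interaction of both deletions on sucrose, 1 higher in the interaction of both deletions on inulin, 2 higher and 47 lower in the interaction of the *amyR* deletion (Δ*inuR* background) with the carbon source and 248 higher and 160 lower in the interaction of the *inuR* deletion with the carbon source. The downregulated genes of Supplementary Data S2 were 17 in Δ*amyR*Δ*inuR* against Δ*inuR* on sucrose.

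With DESeq2's Wald test, the calls were 2 upregulated in Δ*amyR*Δ*inuR* against Δ*inuR* on inulin, 100 higher in the interaction of both deletions on sucrose, 4 higher and 1 lower in the interaction of both deletions on inulin and 74 higher in the interaction of the *amyR* deletion (Δ*inuR* background) with the carbon source.

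With DESeq2 without Cook's cutoff, the calls were 2 upregulated in Δ*amyR*Δ*inuR* against Δ*inuR* on inulin, 100 higher in the interaction of both deletions on sucrose, 4 higher and 1 lower in the interaction of both deletions on inulin and 73 higher in the interaction of the *amyR* deletion (Δ*inuR* background) with the carbon source.

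With an adjusted p below 0.05, the calls were 112 upregulated in Δ*amyR*Δ*inuR* against Δ*inuR* on sucrose, 1 upregulated in Δ*amyR*Δ*inuR* against Δ*inuR* on inulin, 94 higher in the interaction of both deletions on sucrose and 86 higher in the interaction of the *amyR* deletion (Δ*inuR* background) with the carbon source.

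With limma-trend on log2(FPKM + 1), the calls were 1 upregulated in Δ*amyR* against control on sucrose, 356 upregulated in Δ*inuR* against control on inulin, 460 downregulated in the control on inulin against sucrose, 31 higher in the interaction of both deletions on sucrose, 23 higher and 108 lower in the interaction of the *amyR* deletion (Δ*inuR* background) with the carbon source and 347 higher in the interaction of the *inuR* deletion with the carbon source. Changed log2 fold changes were 1.04, no longer called, for *agdA* in the control on inulin against sucrose and 1.01, now called, for *amyR* in Δ*inuR* against control on sucrose.

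With limma-trend on log2(FPKM + 0.1), the calls were 1 upregulated in Δ*amyR* against control on sucrose, 1 upregulated in Δ*amyR* against control on inulin, 461 downregulated in the control on inulin against sucrose, 22 higher in the interaction of both deletions on sucrose and 14 higher and 98 lower in the interaction of the *amyR* deletion (Δ*inuR* background) with the carbon source. Changed log2 fold changes were 1.06, no longer called, for *agdA* in the control on inulin against sucrose and 1.04, now called, for *amyR* in Δ*inuR* against control on sucrose.

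With only the libraries compared in the fit, the calls were 2 downregulated in Δ*amyR* against control on sucrose, 127 upregulated in Δ*amyR*Δ*inuR* against Δ*inuR* on sucrose, 1 upregulated in Δ*amyR* against control on inulin, 1 higher in the interaction of both deletions on inulin and 134 higher in the interaction of the *amyR* deletion (Δ*inuR* background) with the carbon source. The downregulated genes of Supplementary Data S2 were 2 in Δ*amyR* against control on sucrose. Changed log2 fold changes were 2.49, no longer called, for *agdB* in the interaction of both deletions on sucrose.

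With the robust prior of edgeR, the calls were 1 higher in the interaction of both deletions on inulin.

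Ranked by TMM-scaled counts without length correction, *agdB* stood at number 2 among the CAZy genes in Δ*amyR*Δ*inuR* on sucrose.

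Size factors by relative log expression, the absence of a count filter, a mean count of at least 50, adjustment over the listed genes alone and, chosen after seeing the data, libraries thinned to the smallest total moved no count by over 1.5 times and no main value across its threshold. The log2 fold change of NRRL3_07702 in Δ*amyR* on sucrose, which is close to 0, was reversed to 0.13 with limma-trend on log2(FPKM + 1) and to 0.15 on log2(FPKM + 0.1), where the median of all genes also lies higher. Among single genes and gene classes, 71 other counts moved, and of the fold changes 12 were weaker and 0 stronger. In the fits that each left out 1 library, 11 of such counts moved, and 30 fold changes were weaker and 4 stronger.

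With each library left out in turn, named here by its number in the labels, these values changed. 33 to 76 genes were upregulated in Δ*amyR*Δ*inuR* against Δ*inuR* on sucrose, with 33 without library 23 and 40 without library 19. 0 to 4 genes were upregulated in Δ*amyR* against control on inulin, with 0 without any of libraries 4, 6, 1 and 2 and 4 without either of libraries 5 and 3. 0 to 1 genes were upregulated in Δ*amyR*Δ*inuR* against Δ*inuR* on inulin, with 1 without library 11. 0 to 1 genes were downregulated in Δ*amyR*Δ*inuR* against Δ*inuR* on inulin, with 1 without library 9. 30 to 58 genes were higher in the interaction of both deletions on sucrose, with 30 without library 23. 1 to 4 genes were higher in the interaction of both deletions on inulin, with 1 without any of libraries 10, 11, 12, 8, 9, 4, 5, 6, 1, 2 and 3 and 4 without library 7. 0 to 1 genes were lower in the interaction of both deletions on inulin, with 1 without any of libraries 9, 1 and 3. 17 to 38 genes were higher in the interaction of the *amyR* deletion (Δ*inuR* background) with the carbon source, with 17 without library 23, 23 without library 19, 21 without either of libraries 20 and 8, 18 without library 10 and 22 without library 12. For *agdA* in the control on inulin against sucrose, the log2 fold change lay between 1.08 and 1.45 and was no longer past the threshold at 1.26 without library 3 and 1.08 without library 14. For *agdB* in the interaction of both deletions on sucrose, the log2 fold change lay between 2.10 and 3.31 and was no longer past the threshold at 2.27 without library 16. The fall of *agdA* against the control was called in every such fit for Δ*amyR* and Δ*amyR*Δ*inuR* on both carbon sources.

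The share of higher among all called genes moved by over 10 percentage points with the scaling, the test or a fit to only the libraries compared in these comparisons, among those with at least 20 called genes. In Δ*inuR* against control on sucrose, 285 genes were higher and 538 lower, against 348 and 417 with limma-trend on log2(FPKM + 1) and 346 and 407 with limma-trend on log2(FPKM + 0.1). In Δ*amyR*Δ*inuR* against control on sucrose, 453 genes were higher and 716 lower, against 539 and 561 with limma-trend on log2(FPKM + 1) and 546 and 564 with limma-trend on log2(FPKM + 0.1). In Δ*amyR*Δ*inuR* against Δ*inuR* on sucrose, 68 genes were higher and 198 lower, against 127 and 186 with only the libraries compared and 12 and 79 with glmTreat. In Δ*inuR* against control on inulin, 237 genes were higher and 385 lower, against 356 and 273 with limma-trend on log2(FPKM + 1), 344 and 279 with limma-trend on log2(FPKM + 0.1) and 96 and 268 with glmTreat. In Δ*amyR*Δ*inuR* against control on inulin, 247 genes were higher and 388 lower, against 326 and 282 with limma-trend on log2(FPKM + 1), 321 and 276 with limma-trend on log2(FPKM + 0.1) and 103 and 261 with glmTreat. In the control on inulin against sucrose, 159 genes were higher and 304 lower, against 125 and 460 with limma-trend on log2(FPKM + 1) and 119 and 461 with limma-trend on log2(FPKM + 0.1). In the interaction of both deletions on sucrose, 54 genes were higher and 254 lower, against 100 and 261 with DESeq2's Wald test, 100 and 262 with DESeq2 without Cook's cutoff and 2 and 79 with glmTreat. In the interaction of the *amyR* deletion (Δ*inuR* background) with the carbon source, 36 genes were higher and 163 lower, against 74 and 156 with DESeq2's Wald test, 73 and 157 with DESeq2 without Cook's cutoff, 134 and 160 with only the libraries compared and 2 and 47 with glmTreat. In the interaction of the *inuR* deletion with the carbon source, 521 genes were higher and 325 lower, against 347 and 334 with limma-trend on log2(FPKM + 1).

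An interaction draws on 4 groups and has a larger error than a direct comparison, with a median standard error of 0.34 against 0.24 on the log2 scale for the deletion of *amyR* in Δ*inuR* on sucrose. On simulated counts at these depths, 150 of 185 genes changed 4-fold were recovered in a direct comparison and 118 of 185 in an interaction. No paired analysis was possible because the groups share no replicate numbers in the labels or the paper.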

Differences from the paper's values

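The paper gives 554 genes further upregulated and 381 further downregulated on sucrose by the additional deletion of *amyR*. Its text does not name the comparison, but it cites Fig. 5a, whose caption covers strains compared to the control. Read so, the values are differences between the counts of both strains against the control. As differences of counts, the values here were 168 and 178. Of the alternatives set before the data were examined, only leaving out the FPKM threshold closed the gap, with 482 and 475. DESeq2 without the FPKM threshold, chosen after seeing the values, gave 551 and 381.

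The direct comparison of Δ*amyR*Δ*inuR* with Δ*inuR* measures another quantity, so a gap to the paper's values there need not be a disagreement. It had 68 upregulated genes against the paper's 554. None of the alternatives set before the data were examined closed that gap, the nearest being 279 without the FPKM threshold. With DESeq2 and no FPKM threshold, chosen after seeing the values, there were 443. Downregulated were 198 genes against the paper's 381. An FPKM threshold of 10 gave 288 and no FPKM threshold 571, both within 1.5 times the paper's value, and the other alternatives set before the data were examined did not come within it. DESeq2 without the FPKM threshold, chosen after seeing the values, gave 558, also within it.

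Fig. 5a, read by eye, shows more DEGs against the control in most comparisons. In Δ*inuR* on sucrose, the paper shows about 1400 upregulated and about 1500 downregulated genes in Fig. 5a, against 285 and 538 here, 1382 and 1349 without the FPKM threshold and 1432 and 1494 with DESeq2 and no FPKM threshold. In Δ*amyR*Δ*inuR* on sucrose, the paper shows about 2000 upregulated and about 1900 downregulated genes in Fig. 5a, against 453 and 716 here, 1864 and 1824 without the FPKM threshold and 1983 and 1875 with DESeq2 and no FPKM threshold. In Δ*inuR* on inulin, the paper shows about 960 upregulated and about 1500 downregulated genes in Fig. 5a, against 237 and 385 here, 841 and 1459 without the FPKM threshold and 956 and 1471 with DESeq2 and no FPKM threshold. In Δ*amyR*Δ*inuR* on inulin, the paper shows about 1100 upregulated and about 1500 downregulated genes in Fig. 5a, against 247 and 388 here, 952 and 1439 without the FPKM threshold and 1046 and 1484 with DESeq2 and no FPKM threshold. In these comparisons no other alternative set before the data were examined closed the gap, and the combination with DESeq2 was chosen after seeing the values.

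In Δ*amyR* on sucrose, the paper shows about 9 upregulated genes in Fig. 5a, read by eye, against 0 here, with 785 genes of either direction at an unadjusted p below 0.05. None of the alternatives closed this gap, nor did DESeq2 without the FPKM threshold, with 0. The figure's about 9 downregulated genes in Fig. 5a stand against 4 here, which no alternative set before the data were examined closed, while the same combination with DESeq2, chosen after seeing the values, gave 9. In Δ*amyR* on inulin, about 8 upregulated genes in Fig. 5a stand against 2 here, and the gap was closed by an FPKM threshold of 10 (6), by no FPKM threshold (6) and, chosen after seeing the values, by DESeq2 without the threshold (8), but by no other alternative.

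The paper states that a few plant biomass utilization-related genes were lower in Δ*amyR*Δ*inuR* than in Δ*inuR* on inulin. Here 0 were called, with 27 at an unadjusted p below 0.05. Without the FPKM threshold there was 1, the deleted *amyR* itself. With DESeq2 and no FPKM threshold, chosen after seeing the values, there were 2.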

Other observations

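The tests of explanations in this part were chosen after the results were seen. The fold changes of single genes come from the comparisons of groups described above.

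The genes that changed when *amyR* was deleted in the Δ*inuR* strain on sucrose overlapped with those that changed when *inuR* was deleted on inulin, a comparison that shares no library with the first. Of the 266 genes, 257 (96.6%) moved in the same direction in Δ*inuR* compared to the control on inulin. Random lists of the same size matched on mean expression gave a median of 74.1% and at most 81.6% over 1000 lists. These lists were not matched on the size of the change, for which the 266 genes were chosen. Over all genes tested, the log2 fold changes of both comparisons correlated with Pearson's r = 0.694. The random lists therefore cannot tell whether the shared direction is particular to the 266 genes. Called in both were 194 genes, 147 lower and 47 higher. That every one of these genes depends on AmyR whether or not *inuR* is present is argued against, as 1.13% of them were also called in Δ*amyR* compared to the control on sucrose. The downregulated genes had a median log2 fold change of 0.02 in that comparison and of 0.02 in Δ*amyR*Δ*inuR* compared to Δ*inuR* on inulin. As a hypothesis, these genes may respond to a shortage of usable sugar that arises on inulin without InuR and on sucrose without both regulators. Growth and residual sugar were not analysed here, so this stays untested.

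The fall of *agdA* in Δ*amyR* was set against an effect of the deletion on its neighbour. Such an effect on the neighbouring gene alone cannot be told apart from the loss of AmyR. Deleting the locus in Δ*inuR* on inulin, where *amyR* was already low, gave *agdA* a log2 fold change of -0.87, but *agdA* was already low there as well and the libraries overlapped. An effect reaching both sides is argued against by NRRL3_07702, with a log2 fold change of -0.10 in Δ*amyR* on sucrose. The promoter region of *agdA* was not examined.

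Each comparison of 3 libraries with 3 allows 10 splits of the 6 libraries, too few for any share under 0.05. As many genes as in the real split were called in 4 of the 10 splits for Δ*amyR* on sucrose, in 2 for Δ*amyR* on inulin and in all 10 for Δ*amyR*Δ*inuR* compared to Δ*inuR* on inulin, where no gene was called. In the other comparisons, the control on inulin against sucrose included, only the real split, 1 of the 10, gave as many. For the downregulated genes of Supplementary Data S2 the splits counted with as many genes were 2 for Δ*amyR* on sucrose, 1 for Δ*amyR* on inulin, 10 for Δ*amyR*Δ*inuR* compared to Δ*inuR* on inulin and 1 for each of the others. In the split besides the real one for Δ*amyR* on sucrose, 31 genes of the genome were higher and 1 lower. Its 7 listed genes were therefore not all lower, and the 2 is not a count for downregulated genes alone.

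Several genes that the paper discusses for liquid cultures were expressed in the solid cultures. The α-galactosidase gene *aglC* had a log2 fold change of 0.81 (standard error 0.39, adjusted p = 0.088, edgeR) in Δ*inuR* compared to the control on sucrose and -3.38 (standard error 0.43, adjusted p = 2.97e-06, edgeR) on inulin. The transporter gene NRRL3_11807 had -0.19 (standard error 0.25, adjusted p = 0.543, edgeR) on sucrose and -5.06 (standard error 0.30, adjusted p = 1.81e-10, edgeR) on inulin. For *mstH* the log2 fold change was -5.85 (standard error 0.66, adjusted p = 5.51e-07, edgeR) on inulin. The exo-inulinase gene *inuE* fell from 44.3 to 14.8 FPKM on sucrose and from 262 to 1.10 FPKM on inulin. The fall on sucrose, a log2 fold change of -1.76, no longer passed the thresholds in 3 of the 6 fits that each left out 1 library. The putative glycerol proton symporter gene NRRL3_00817, which the paper reports as lower in the double deletion strain than in Δ*inuR* after 8 h on inulin in liquid, had 8.44 ± 2.72 FPKM in Δ*inuR* and 11.2 ± 2.14 in Δ*amyR*Δ*inuR* on solid inulin, a log2 fold change of 0.52 (standard error 0.73, adjusted p = 0.991, edgeR). On solid sucrose its log2 fold change between the same strains was 4.45, and 3.85 to 5.58 with 1 library left out in turn. In those fits its adjusted p (edgeR) rose to as much as 0.0205, above the threshold of 0.01. Over the alternative settings the log2 fold change lay between 1.80 and 4.77, so its size is uncertain. The gene *sucC* was at 7.21 FPKM in the control on inulin and at most 1 count per library on sucrose, at least 106-fold higher on inulin. The paper's values for these genes come from liquid cultures and were not set against the solid ones.

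Gene names were taken from Supplementary Data S2, and reads of near-identical copies were not examined, so the values of *amyA* and *amyC*, for example, could not be checked for shared reads. The GC content of the genes was not tested, since no sequence of this gene set was used here.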
